# ARGONAUTE10 controls cell fate specification and formative cell divisions in the Arabidopsis root

**DOI:** 10.1038/s44318-024-00072-x

**Published:** 2024-04-02

**Authors:** Nabila El Arbi, Ann-Kathrin Schürholz, Marlene U Handl, Alexei Schiffner, Inés Hidalgo Prados, Liese Schnurbusch, Christian Wenzl, Xin’Ai Zhao, Jian Zeng, Jan U Lohmann, Sebastian Wolf

**Keywords:** Plant Development, Cell Fate, Robustness, Cytokinin, Arabidopsis, Development, Plant Biology, RNA Biology

## Abstract

A key question in plant biology is how oriented cell divisions are integrated with patterning mechanisms to generate organs with adequate cell type allocation. In the root vasculature, a gradient of miRNA165/6 controls the abundance of HD-ZIP III transcription factors, which in turn control cell fate and spatially restrict vascular cell proliferation to specific cells. Here, we show that vascular development requires the presence of ARGONAUTE10, which is thought to sequester miRNA165/6 and protect HD-ZIP III transcripts from degradation. Our results suggest that the miR165/6-AGO10-HDZIP III module acts by buffering cytokinin responses and restricting xylem differentiation. Mutants of AGO10 show faster growth rates and strongly enhanced survival under severe drought conditions. However, this superior performance is offset by markedly increased variation and phenotypic plasticity in sub-optimal carbon supply conditions. Thus, AGO10 is required for the control of formative cell division and coordination of robust cell fate specification of the vasculature, while altering its expression provides a means to adjust phenotypic plasticity.

## Synopsis

In the Arabidopsis root vascular tissue, a gradient of miRNA165/6 controls the abundance of HD-ZIP III transcription factors, which in turn control cell fate and spatially restrict vascular cell proliferation to specific cells. This work shows that vascular development requires ARGONAUTE10 to sequester miRNA165/6, thus protecting HD-ZIP III transcripts from degradation.

- AGO10 controls formative cell divisions in the centre of the root stele, with its loss leading to ectopic xylem strands, increased procambial cell number, and enhanced root growth.
- Consistent with a role in protecting HD-ZIP III transcripts from miRNA165/6-mediated degradation, AGO10 is mostly expressed in the centre of the meristematic stele.
- AGO10 promotes HD-ZIP III activity to suppress cytokinin responses in the stele.
- AGO10 mutants outperform the wild type under water-limiting conditions.
- However, AGO10 is required for phenotypic robustness upon reduced carbon availability.

## Abstract (web summary)

AGO10 sequesters miRNA165/6 to suppress cytokinin-dependent responses in the root apical meristem.

## Introduction

One of the key evolutionary innovations that allowed plants to dominate the vast majority of terrestrial habitats (Bar-On et al, 2018) was the development of vascular systems comprised of xylem and phloem cells which allowed water and nutrient transport over long distances (Lucas et al, 2013). In the model plant *Arabidopsis thaliana*, precursor cells giving rise to the primary root vasculature are specified in the embryo (De Rybel et al, 2016), but undergo periclinal or radial (i.e. formative) divisions post-embryonically to give rise to additional cell files and thus complete pattern formation.

Cell fate determination in plants is mainly based on positional information, rather than cell lineage (Efroni et al, 2016; Kidner et al, 2000; Berger et al, 1998; van den Berg et al, 1997, 1995). For establishing the positional cues involved in vascular cell fate patterning, the interplay of auxin and cytokinin (CK) hormone signalling pathways is crucial (Müller and Sheen, 2008; Hamann et al, 2002; Hardtke and Berleth, 1998). Five xylem precursor cells arranged in a single axis are characterized by high auxin response, whereas two phloem poles arranged perpendicular to the xylem and the intervening procambium cells, are characterized by high CK response (Appendix Fig. S1A). Importantly, CK signalling is required for formative cell division in the stele, as shown by the reduced number of vascular cell files in plants lacking CK receptors or the ARABIDOPSIS RESPONSE REGULATOR (ARR) TFs that mediate CK responses (Argyros et al, 2008; Ishida et al, 2008; Yokoyama et al, 2006; Mähönen et al, 2000; Mähönen, 2006). At least in part, CK in the stele acts through controlling the expression of an array of DNA-BINDING WITH ONE FINGER (DOF) transcription factors that promote formative cell divisions (Miyashima et al, 2019; Smet et al, 2019). Another group of TFs, the class III HOMEODOMAIN LEUCINE-ZIPPER (HD-ZIP III) family proteins, counteract a subset of the DOF factors and inhibits periclinal cell divisions (Miyashima et al, 2019; Carlsbecker et al, 2010). The accumulation of HD-ZIP III proteins, such as PHABULOSA (PHB/AtHB-14), PHAVOLUTA (PHV/AtHB-9), and CORONA (CAN/AtHB-15), is restricted to the centre of the stele by an intricate regulatory mechanism involving the non-cell autonomous action of miRNAs in the miR165/166 family (Carlsbecker et al, 2010; Rhoades et al, 2002). Transcription of the *MIR165/6* genes in the root occurs specifically in the endodermis, which surrounds the vascular cylinder. Upon cell-to-cell movement through plasmodesmata, miR165/6, or a precursor thereof, is thought to form a gradient with a minimum in the centre of the stele. Presence of miR165/6 leads to the degradation (slicing) of *HD-ZIP III* transcripts through ARGONAUTE1 (AGO1) (Miyashima et al, 2019; Carlsbecker et al, 2010; Kidner and Martienssen, 2004), restricting the transcription factors (TFs) to the centre of the stele (Carlsbecker et al, 2010). Due to the presence of HD-ZIP III proteins, the central cells of the stele generally only divide anticlinally, but not periclinally (Miyashima et al, 2019). The closest relative of AGO1, ARGONAUTE10 (AGO10, also known as ZWILLE and PINHEAD (Moussian et al, 1998; McConnell and Barton, 1995; Jürgens et al, 1994)) has been shown to compete with AGO1 for miRNA165/6 (Zhu et al, 2011; Liu et al, 2009; Mallory et al, 2009; Lynn et al, 1999) and to protect HD-ZIP III transcripts from AGO1-mediated degradation in the shoot apical meristem (SAM) (Liu et al, 2009). AGO10 mutants have been described to display embryonic and post-embryonic defects in the shoot meristems that can lead to stem cell differentiation and meristem termination (Moussian et al, 1998; Zhu et al, 2011; Liu et al, 2009; Lynn et al, 1999). However, these phenotypes are only observed in a minority of Arabidopsis ecotypes with a restricted geographical distribution (Mallory et al, 2009; Tucker et al, 2013; Takeda et al, 2008). Here, we show that AGO10 is required for the control of formative cell divisions in the centre of the root stele, since its loss leads to ectopic xylem strands, increased procambial cell number, and enhanced root growth. AGO10 is mostly expressed in the centre of the meristematic stele, consistent with a role in protecting HD-ZIP III transcripts from miRNA165/6-mediated degradation. Furthermore, AGO10-guarded HD-ZIP III activity buffers CK responses in the stele to coordinate oriented cell divisions with patterning. Our results suggest that AGO10 is required for maintenance of an instructive miRNA165/6 gradient, presumably by adapting steepness of the gradient to the range required by the cellular layout of the root. Potentially as a result of increased vascular cell number, AGO10 mutants outperform the wild type under water-limiting conditions. However, under other conditions, AGO10 is critically required for phenotypic robustness, underlining its essential role in miRNA gradient shaping.

## Results

### A mutant with ectopic xylem formation in the root vasculature

Arabidopsis roots display a stereotypical patterning of primary xylem in one axis, with two protoxylem cells at the periphery and three, in rare cases four, metaxylem cells in the centre of the axis (Appendix Fig. S1A). With the aim to study a gene we hypothesized to be involved in vascular development (*RECEPTOR-LIKE PROTEIN4*, At1g28340), we generated mutant lines in *Arabidopsis thaliana* Col-0 plants using CRISPR/Cas9. We discovered xylem phenotypes in two independent lines that showed frame shift mutations in the target gene, but the phenotype segregated away from the *rlp4* mutation, indicating that the latter was not causative for the observed effects on xylem. We studied the novel mutant that we named *the show must go on 1* (*sgo1*), after outcrossing of the Cas9 transgene and backcrossing to wild type Col-0. The recessive (Appendix Fig. S1B) *sgo1* mutants showed an increased number of cells with lignified protoxylem-like secondary cell wall thickenings (Fig. 1A,B). These cells were always found at the periphery of the stele, indicating that general xylem patterning remained intact in the mutant. However, some of these additional protoxylem cells were placed outside of the xylem axis (Fig. 1A). The increase in apparent protoxylem cells did not occur at the expense of metaxylem cells. In contrast, *sgo1* showed slightly increased metaxylem cell number, with infrequent occurrence of lignified cells outside of the xylem axis (Fig. 1A,C,D).

**Figure 1:**
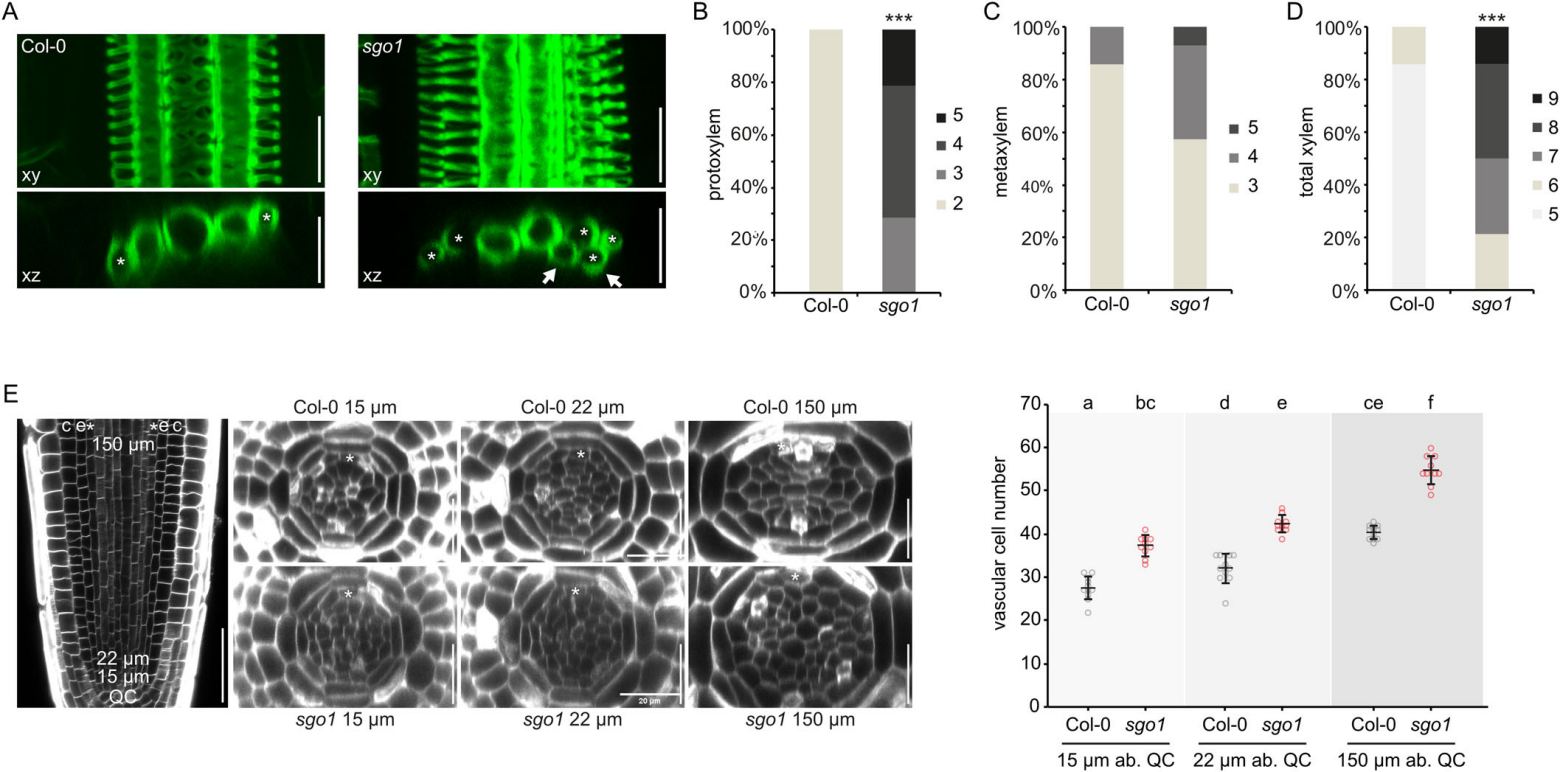
*sgo1* displays ectopic xylem formation and increased formative divisions in the primary root. (**A**) Lignified xylem cells in Col-0 and *sgo1*. Upper panels are xy projections of a confocal stack, lower panels optical xz sections through the same stack. Asterisks denote cells with protoxylem differentiation, arrows point to ectopic xylem strands. Scale bar = 25 µm. (**B**–**D**) Frequency of roots with the indicated number of protoxylem (**B**), metaxylem (**C**) or total xylem (**D**) cells in Col-0 and *sgo1*. *n* = 14 biological replicates. (**E**) Quantification of vascular cell number in cross section of confocal stacks at 15 µm, 22 µm, and 150 µm distance from the quiescent centre (QC) cells. Panels on the left show representative Col-0 and *sgo1* meristems. c = cortex, e = endodermis, asterisk = pericycle. Data information: In (**B**–**D**), asterisks indicate statistically significant difference from Col-0 based on Mann–Whitney U test (***P < 0.001). In (**E**), graph depicts means ± s.d. and individual data points (*n* = 9–11 biological replicates). Letters in graph indicate statistically significant differences based on Tukey’s post hoc test after one-way ANOVA. Scale bar in left panel = 50 µm, other scale bars = 25 µm. Source data are available online for this figure.

To assess whether this increased xylem cell number in *sgo1* is due to cell fate changes in the procambium (Holzwart et al, 2018) or rather is the consequence of increased xylem precursor cell division activity, we generated optical cross sections through the stele. We quantified the cell number close to the stem cell region, 15 µm and 22 µm above the quiescent centre (QC), and 150 µm above the QC (Fig. 1E), where the final stele patterning has been established (Miyashima et al, 2019). At all positions, *sgo1* cell number was significantly increased compared to the Col-0 wild type (Fig. 1E), indicating more formative divisions in the root meristem. To test whether increased number of xylem precursor cells in *sgo1* could be due to loss of quiescence in xylem precursor and inner procambial cells (Miyashima et al, 2019), we quantified cell division activity by monitoring incorporation of the thymidine analogue 5-ethynyl-2′-deoxyuridine (EdU) into S-phase nuclei (Kotogány et al, 2010). After a 2-hour EdU treatment and subsequent click chemistry addition of a fluorophore, labelled nuclei were dispersed throughout the root meristem (Fig. 2A), with *sgo1* displaying slightly higher numbers of S-phase nuclei (Fig. 2B). We then followed a pulse-chase strategy incorporating an EdU-free period of 6 h following a 40-minute EdU pulse (Fig. 2C; Movies EV1, EV2). We reasoned that this should allow a majority of S-phase cells that acquired EdU during the pulse to proceed through the G2- and M-phases during the chase period. Accordingly, we observed fluorescence occasionally in mitotic structures (Fig. 2C, arrow) and predominantly in paired nuclei (Fig. 2C, arrowheads). As expected, the majority of fluorescently labelled and paired cells were oriented parallel to the root long axis, indicating a recent anticlinal division. We focused on pairings periclinal to the root long axis, since these could be derived from recent formative cell divisions. In accordance with previous observations regarding the spatial distribution of periclinal divisions (Miyashima et al, 2019), periclinal pairs of fluorescent nuclei were restricted to positions adjacent to the pericycle in the WT (Fig. 2D,F). In sharp contrast, *sgo1* roots showed periclinal pairs throughout the stele (Fig. 2E,F). Notably, the resulting enhanced radial growth of the root did not impede longitudinal root growth; in fact, *sgo1* mutants exhibited longer roots than the wild type (Fig. 2G), suggesting that the control of SGO1 over cell divisions potentially extends beyond the stele. In summary, SGO1 is required to suppress cell division activity in the centre of the stele, such that increased overall cell number in the mutant could be causative for the observed increase in differentiated xylem cells (Fig. 1A–D).

**Figure 2:**
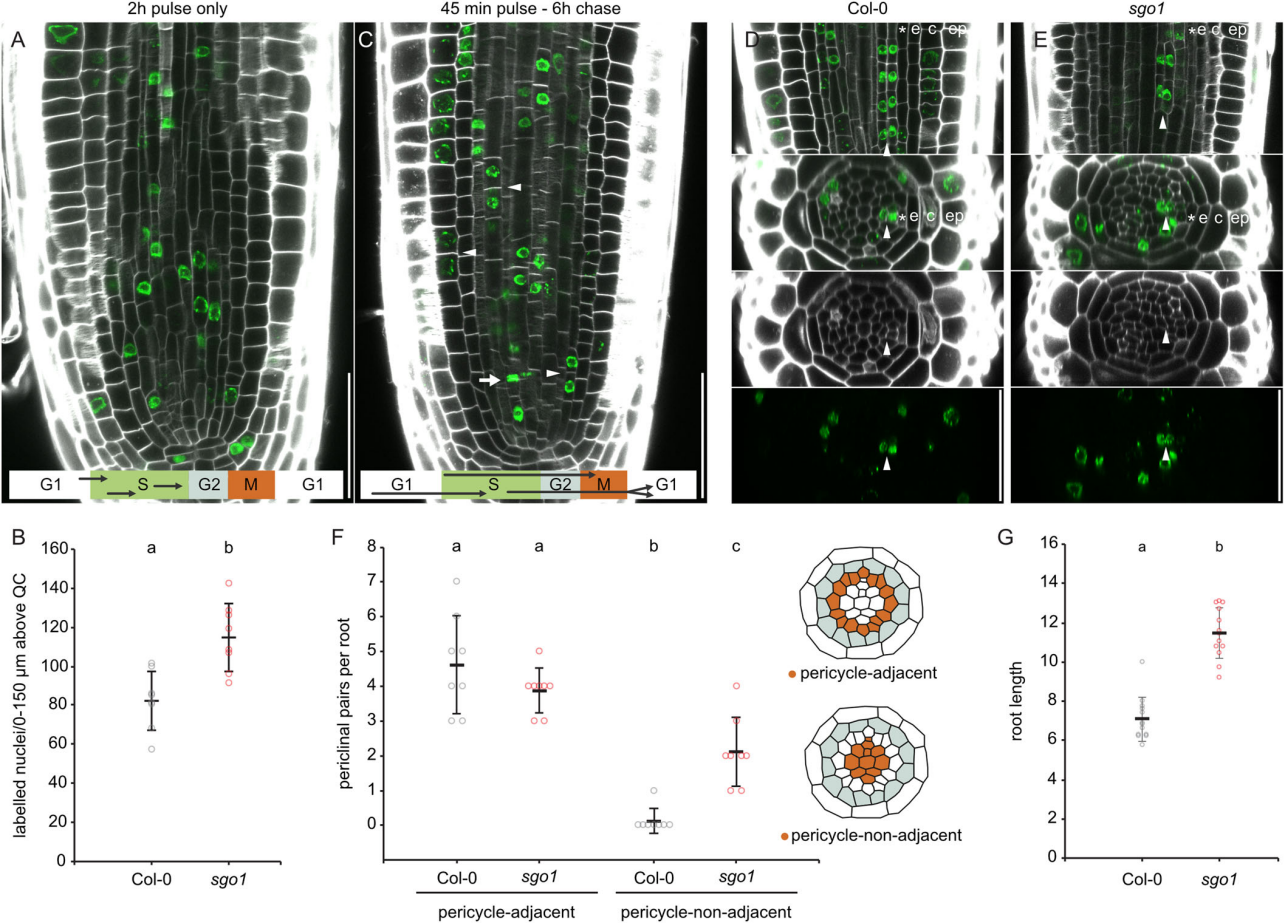
*sgo1* shows enhanced periclinal cell division activity in the root meristem. (**A**) Exemplary image of a wild-type (Col-0) root with calcofluor white-stained cell walls and Alexa-488-labelled S-phase nuclei after 2 h of EdU exposure. Arrows in scheme indicate individual labelled cells. (**B**) Quantification of EdU-labelled nuclei in the vascular cylinder at 0–150 µm distance from the QC. (**C**) Exemplary image of a Col-0 root after 45 min of EdU feeding and a 6-hour chase period without EdU. Note labelling of mitotic structures (arrows) and nuclei pairs (arrowheads), likely descendants of cells acquiring EdU during previous S-phase. Arrows in scheme indicate individual labelled cells. (**D**, **E**) Representative confocal stacks of a Col-0 (**D**) and *sgo1* (**E**) meristem showing pairing of nuclei indicative of periclinal cell divisions. Image series shows same periclinal pairs in xy section (upper panel) and xz cross sections (lower three panels) as composite image, cell wall and Alexa-488 channel, respectively. (**F**) Quantification of periclinal nuclei pairs in the vascular cylinder (excluding pericycle) at 0–150 µm distance from the QC. Cells adjacent and non-adjacent to the pericycle are discriminated. (**G**) Root length of Col-0 and *sgo1* seedlings six days after germination. Data information: (**B**), (**F**), and (**G**) denote means ± s.d., individual data points are indicated. *n* = 8 biological replicates for (**B**) and (**F**), *n* = 13 biological replicates for (**G**). Letters in graph indicate statistically significant differences based on t-test (**B**, **G**) or Tukey’s post hoc test after one-way ANOVA (**F**). Scale bars = 50 µm. Source data are available online for this figure.

### Inner vascular cells ectopically divide and maintain lineage-specific cell identity in *sgo1*

To determine whether *sgo1* roots exhibit an increase in meristematic xylem precursor cells, we crossed the mutant with fluorescent marker lines and quantified reporter-positive cells throughout the meristem. We quantified protoxylem precursor cells as indicated by reporter fluorescence driven by the AHP6 promoter (Mähönen, 2006) and observed an enlarged *pAHP6:erGFP* expression domain 150 µm above QC (Fig. 3A,B). This enlargement occurred within the xylem axis, but also occasionally included cells in the procambium domain, consistent with what was observed in fully differentiated xylem cells. The auxin response marker *DR5v2:YFPer* (Ma et al, 2019) showed an enlarged expression domain in *sgo1* already at 15 µm above the QC (Fig. 3C). It is noteworthy that in the wild type, *DR5v2:YFPer*-derived signal was not strictly correlated with xylem precursor cells directly above the QC but showed quite variable and widespread expression, which stabilized and constricted to the five xylem precursor cells as patterning was completed at 150 µm distance from the QC (Fig. 3C). In *sgo1*, the *DR5v2:YFPer* expression pattern remained variable at all positions and was markedly expanded compared to the wild-type background (Fig. 3C).

**Figure 3:**
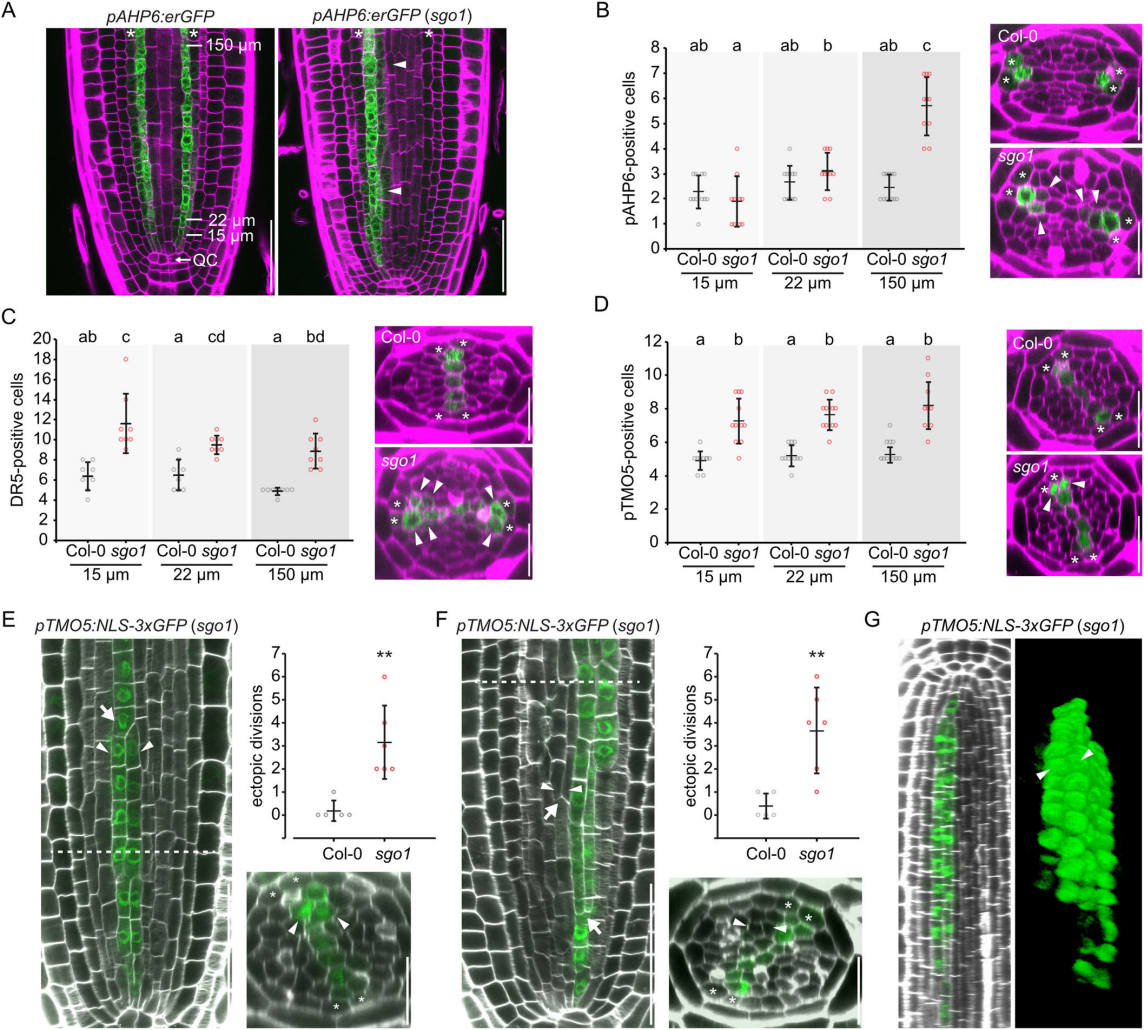
Inner vascular cells ectopically divide and maintain lineage-specific cell identity in *sgo1*. (**A**) Expression of the *pAHP6:GFPer* marker is expanded inward in *sgo1*, while expression in pericycle cells is reduced. Asterisks = pericycle. (**B**) Quantification of *pAHP6:GFPer*-positive xylem cells in cross sections of confocal stacks of WT and *sgo1* at the indicated distances from the QC. *n* = 10–11 biological replicates. (**C**) Quantification of *pDR5v2:YFPer*-positive xylem cells in cross sections of confocal stacks of Col-0 and *sgo1*. *n* = 8 biological replicates. (**D**) Quantification of *pTMO5:NLS-3xGFP*-positive xylem cells in cross sections of confocal stacks of Col-0 and *sgo1*. *n* = 10–11 biological replicates. (**E**) *pTMO5:NLS-3xGFP*-positive xylem precursor cells ectopically divide in *sgo1* but not Col-0. Arrow points to initiation of a continuous ectopic cell file, i.e the likely common precursor cell, whereas arrowheads indicate the initiation of an ectopic cell file. *n* = 6 biological replicates. (**F**) Inner procambial cells adjacent to *pTMO5:NLS-3xGFP*-labelled xylem precursor cells ectopically divide in *sgo1*. Arrow points to a continuous ectopic cell file being displaced from the meristem. Dashed lines indicate position of xz section. *n* = 6 biological replicates. (**G**) pTMO5:GFP-labelled ectopic cell files in a longitudinal cross section (left panel) and maximum projection of the same confocal stack (right panel). Arrowheads indicate two xylem precursor cell files outside the xylem axis. Data information: graphs in (**B**–**D**) depict means ± s.d., individual data points are indicated. Letters indicate statistically significant differences based on Tukey’s post hoc test after one-way ANOVA. Graphs in (**E**) and (**F**) display mean of ectopic divisions per root (0–150 µm distance from QC) ± s.d., individual data points are indicated. Asterisks in graphs indicate statistically significant differences based on student’s t-test (**P < 0.01). Asterisks in micrographs denote pericycle cells at xylem poles, arrowheads indicate ectopic marker expression (**A**–**E**) or ectopic periclinal division (**F**). Scale bar in xy sections = 50 µm, in xy sections = 25 µm. Source data are available online for this figure.

To quantify the number of cells with xylem identity in the meristem, we analysed nuclear GFP driven by the TMO5 promoter (Schlereth et al, 2010). *TMO5* expression is largely controlled by auxin, however, the reporter exhibits a more restricted activity compared to *DR5v2:YFPer*. In most wild-type roots, *TMO5:NLS-3xGFP* was confined to five cells (Fig. 3D), consistent with faithful representation of xylem precursor cells. In contrast, the number of *TMO5:NLS-3xGFP*-positive cells in *sgo1* roots was substantially increased throughout the meristem (Fig. 3D; Movies EV3, EV4). Quantification of pTMO5-positive cell files that were the apparent result of ectopic xylem precursor cell divisions. i.e. files located outside of the xylem axis, revealed on average more than three of those cell files in *sgo1* (Fig. 3E). In some cases, these ectopic files could be traced back to a likely common precursor cell (Fig. 3E, arrow). Consistent with expectations, ectopic xylem precursor cell files were virtually absent in the wild-type background. Likewise, and in contrast to the Col-0 wild type, *sgo1* roots frequently showed additional cell files resulting from formative divisions in inner procambium cells directly adjacent to *pTMO5:NLS-3xGFP*-positive cells (Fig. 3F). Notably, the increased formative division in *sgo1* did not occur randomly but led to continuous strands of TMO5-positive precursor cells, even when the extra strands appeared displaced from the xylem axis. However, the length of these ectopic strands varied. We could observe ectopic TMO5-positive cell files that spanned the entire meristem (Fig. 3G) as well as the initiation of ectopic strands (Fig. 3E, arrow) and beginning displacement from the meristem (Fig. 3F, arrows). This is consistent with our observations in the mature part of the root, where additional xylem files are also largely continuous (Fig. 1). In summary, SGO1 is involved in the control of stele cell number and xylem proliferation.

### *SGO1* encodes AGO10

Through a combination of bulked segregant analysis and whole genome sequencing, we identified a single nucleotide polymorphism (G1333A counting from ATG) in the *AGO10* coding sequence in *sgo1*, predicted to incur an E-to-K amino acid substitution at position 445 in the AGO10 protein. To determine whether mutation of AGO10 was causative for the *sgo1* phenotype, we analysed the recessive AGO10 loss-of-function mutant *zll-3* (Moussian et al, 1998) in the Landsberg *erecta* (L*er*) background. *zll-3* roots displayed additional differentiated xylem files as well as increased number of meristematic cell files, very similar to the *sgo1* mutant (Fig. EV1A–C). Consistent with this, F1 trans-heterozygotes resulting from a cross of *sgo1* with *zll-3* showed the *sgo1*/*zll-3* xylem phenotype, suggesting that the *ago10* SNP in *sgo1* is the causative mutation (Fig. EV1D). To characterize the *sgo1* allele further, we used western analysis employing an antibody raised against AGO10 (Iki et al, 2018) with extracts from Col-0, *sgo1*, and *ago10-1*, which is a T-DNA insertion line in the Col-0 background (Takeda et al, 2008). Whereas AGO10 protein was undetectable in *ago10-1*, *sgo1* showed slightly elevated AGO10 levels compared to the wild type, which could be due to the increased amount of AGO10 positive cells in the mutant or feedback-mediated upregulation (Fig. EV1D). Despite this discrepancy in AGO10 protein amount, the two mutant alleles showed a meristematic cell number phenotype indistinguishable from each other (Fig. 4A), suggesting that *sgo1* behaves as an AGO10 loss-of-function mutant consistent with mutation of the same amino acid in the strong *zll-7* allele (Moussian et al, 1998). In summary, *SGO1* encodes AGO10, and *sgo1*, *ago10-1*, and the L*er* allele *zll-3* are phenotypically indistinguishable in terms of vascular patterning defects. Similar defects in *ago10-1* are also reported in the accompanying study by Mirlohi et al (2024), which also describes how over-expressing AGO10 in its cognate root expression domain yields xylem defects essentially mirroring those of *ago10-1*. Thus, in contrast to the ecotype-specific contribution of AGO10 to shoot apical meristem maintenance, its role in controlling formative divisions in the root seems to be more general and can be observed in both the Col-0 and L*er* ecotypes.

**Figure 4:**
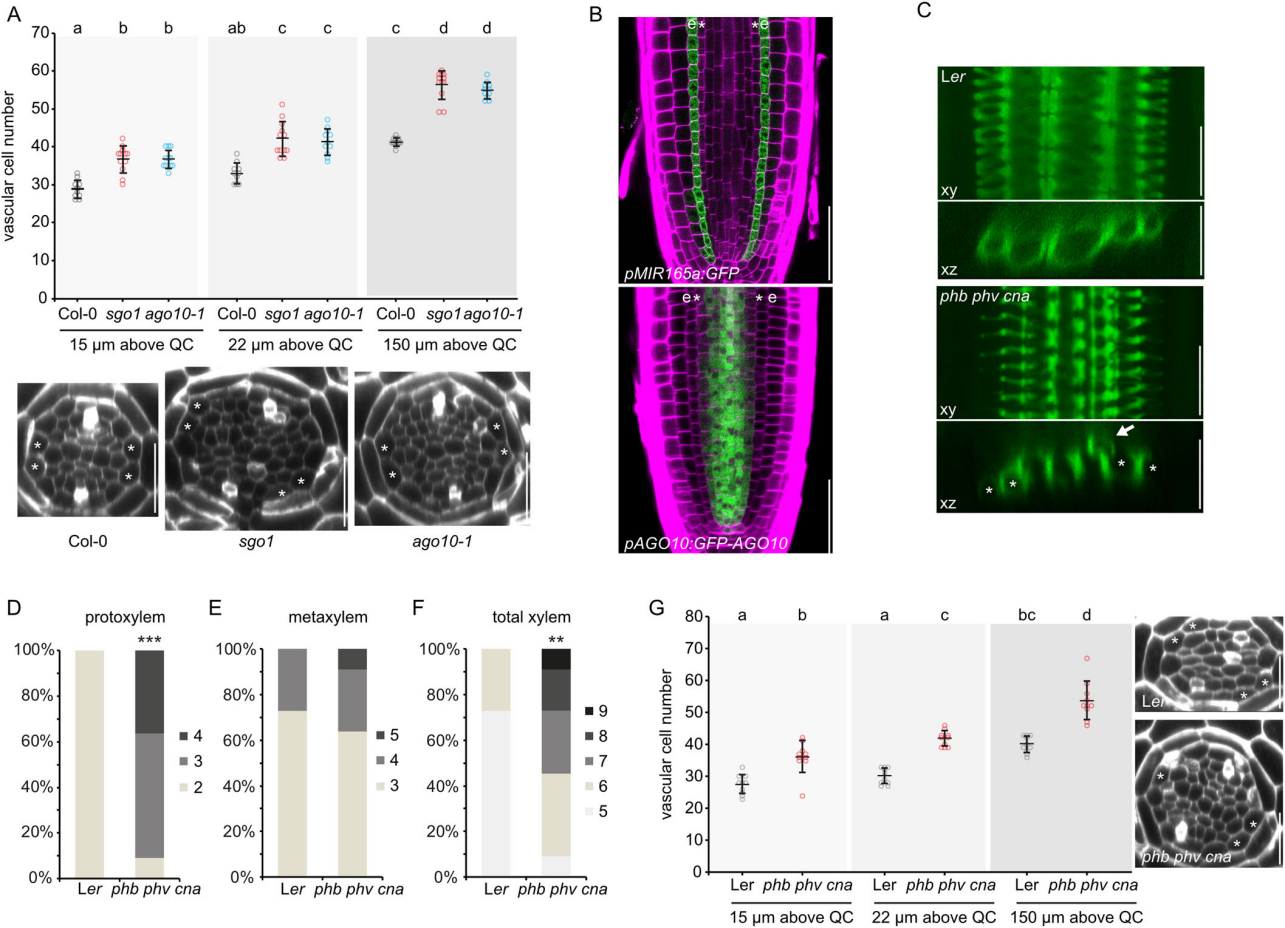
AGO10 is required for HD-ZIP III-mediated vascular patterning. (**A**) Quantification of vascular cell number in cross section of confocal stacks. Scale bar = 50 µm. (**B**) Expression of *pMIR165a:GFP* (in Col-0 background) and *pAGO10:GFP::AGO10 (ago10-1)* reporters with near wild-type expression levels (Mirlohi et al, 2024) in the root meristem. e = endodermis, asterisks = pericycle. Scale bar = 50 µm. (**C**) Staining of lignified xylem cells. Upper panels are xy projections of a confocal stack, lower panels depict xz sections through the same stack. Scale bar = 25 µm, arrow points to ectopic xylem strand. (**D**–**F**) Frequency of roots with the indicated number of protoxylem (**D**), metaxylem (**E**) or total xylem (**F**) cells in L*er* and *phb phv cna*. (**G**) Quantification of vascular cell number in cross sections of confocal stacks. Asterisks = pericycle. Data information: In (**A**), graph depicts means ± s.d. and individual data (*n* = 10–12 biological replicates). Letters in graph indicate statistically significant differences based on Tukey’s post hoc test after one-way ANOVA. In (**D**–**F**), asterisks indicate statistically significant difference based on Mann–Whitney U test (***P < 0.001, **P < 0.01). *n* = 11 biological replicates. In (**G**), graph depicts means ± s.d. and individual data points (*n* = 10 biological replicates). Letters indicate statistically significant differences based on Tukey’s post hoc test after one-way ANOVA. Source data are available online for this figure.

**Figure EV1:**

Related to Fig. 4. *SGO1* encodes AGO10, which is essential for root vascular patterning in Col-0 and L*er*. (**A**) Basic fuchsin staining of lignified xylem cells in L*er* and the AGO10 mutant *zll-3*. Upper panels are xy projections of a confocal stack, lower panels optical xy sections through the same stack. Asterisks denote cells with protoxylem differentiation, arrows point to ectopic xylem strands. Scale bar = 25 µm. (**B**–**D**) Frequency of roots with the indicated number of protoxylem (**B**), metaxylem (**C**) or total xylem (**D**) cells in L*er* and zll-3. Asterisks indicate statistically significant difference from Col-0 based on Mann–Whitney U test (**P < 0.01, *P < 0.05). (**C**) Quantification of vascular cell number in cross section of confocal stacks at 15 µm, 22 µm, and 150 µm distance from the quiescent centre (QC) cells in L*er* and *zll-3* meristems. Graph depicts means ± s.d. and individual data (*n* = 10–12). Letters in graph indicate statistically significant differences based on Tukey’s post hoc test after one-way ANOVA. (**D**) Frequency of roots with the indicated protoxylem cell number in L*er*, *sgo1* and F1 plants of the indicated crosses, demonstrating that *zll-3* and *sgo1* are allelic to each other. Asterisks indicate statistically significant differences from L*er* based on Dunn’s post hoc test with Benjamini–Hochberg correction after Kruskal–Wallis modified U test (**P < 0.01). (**E**) Immunodetection of AGO10 in Col-0, *sgo1*, and *ago10-1*. Lower panel depicts the Ponceau-stained membrane for loading control.

### AGO10 is required for HD-ZIP III function in the root vasculature

AGO10 has been suggested to preferentially bind miR165/6 in the SAM and compete with AGO1 for these miRNAs due to a higher affinity (Zhu et al, 2011), thus restricting AGO1-mediated degradation of transcripts of HD-ZIP III TFs, the targets of miR165/6. In their accompanying study, Mirlohi et al (2024) have now established that a similar AGO1-vs-AGO10 competition does occur in the root tip where the promoters of the *MIR165/6* genes are exclusively active in the endodermis (Carlsbecker et al, 2010; Miyashima et al, 2011), whereas AGO10 shows a complementary expression pattern in the stele (Mirlohi et al, 2024, Iyer-Pascuzzi et al, 2011, Fig. 4B). This endodermis- specific expression of miRNA165/6 together with their non-cell autonomous activity (Skopelitis et al, 2018; Vatén et al, 2011) were suggested to establish a miRNA gradient with peak abundance in the endodermis and periphery of the stele, and a minimum in and around the metaxylem cells. Accordingly, HD-ZIP III protein accumulation, with the possible exception of REV, is mostly confined to the inner vascular cells (Carlsbecker et al, 2010). Consistent with the proposed role of AGO10 in protecting HD-ZIP III transcripts against AGO1-mediated silencing, quantitative real-time PCR analysis demonstrated a decrease in the abundance of HD-ZIP III transcripts in *sgo1* (Fig. EV2A). Moreover, a *phb phv cna* mutant (Prigge et al, 2005) showed root phenotypes remarkably similar to *ago10* mutants (Fig. 4C–G): supernumerary and ectopic differentiated xylem cells as well as increased meristematic stele cell number essentially phenocopied *ago10* mutants, again without compromising root growth (Fig. EV2B), supporting the notion that AGO10 indeed acts through controlling HD-ZIP IIIs. Accordingly, sequestration of miR165/6 by expression of a target mimic (*35S:STTM165/6*) (Yan et al, 2012) alleviated the *sgo1* phenotype (Fig. EV2C). The expression pattern of the pMIR165a:GFP reporter, as well as expression levels of the MIR166b pri-MiRNA did not differ strongly from what was observed in the wild type (Fig. EV2D,E). Taken together, our results suggest that in the absence of AGO10, the miR165/6 gradient could be too shallow to allow for sufficient HD-ZIP III expression, consistent with a dual function of AGO10 in not only sequestering miR165/6 but also promoting their degradation. This latter interpretation is supported by the findings of Mirlohi et al (2024), demonstrating that *sdn1 sdn2* double mutant roots attenuated *ago10-1*-like xylem defects and that physiological fluctuations of AGO10 and miR165/6 levels are inversely correlated. Importantly, they also demonstrate that HD-ZIP III protein levels are strongly reduced in the absence of AGO10 (Mirlohi et al, 2024).

**Figure EV2:**

Related to Fig. 4. AGO10 is required for HD-ZIP III-mediated vascular patterning. (**A**) Quantitative real-time reverse transcribed PCR (pRT-PCR) analysis indicates reduced HD-ZIP III transcript abundance in *sgo1*. Bars indicate average of Mean normalized expression (MNE) values from three independent biological replicates ± s.d., individual data points are indicated. Asterisks denote statistically significant differences based on a two-tailed student’s t-test of log2-transformed MNE values according to Rieu and Powers (Rieu and Powers, 2009). (**B**) Root length quantification of L*er*, *phb-11*, *phv-13*, *cna-2*, and *phb phv cna* 7 days after germination. Graph denotes means ± s.d., individual data points are indicated. Letters indicate statistically significant differences based on Tukey’s post hoc test after one-way ANOVA. (**C**) Quantification of vascular cell number in *35S:STTM165/6* expressing a miR165/6 target mimic, *sgo1*, and the target mimic line in the *sgo1* background. Asterisks indicate statistically significant difference based on Tukey’s HSD test following one-way ANOVA with (***P < 0.001, **P < 0.01, *P < 0.05). *n* = 7. (**D**) Expression pattern of the pMIR165a:GFP reporter is not altered in the *sgo1* background. Scale bars = 50 µm. (**E**) Levels of the pri-miR165/6 transcripts are not significantly altered in the *sgo1* background. QPCR results with a primer pair binding all pri-miR transcripts are shown. Bars indicate average of Mean normalized expression values from three independent biological replicates ± s.d., individual data points are indicated.

### AGO10 and HD-ZIP III proteins buffer vascular cytokinin responses

It has been shown that CK is essential for formative divisions in the root vasculature (Mähönen et al, 2000; Mähönen, 2006; De Rybel et al, 2014; Ohashi-Ito et al, 2014). We therefore investigated whether the CK response might be affected in *ago10* mutants using a CK response reporter (Zürcher et al, 2013). Indeed, *pTCSn:2xVenus-NLS* showed an enlarged expression domain in the *sgo1* mutant compared to the wild type as well as increased reporter fluorescence in the stele. In particular, *pTCSn:2xVenus-NLS*-derived fluorescence was observed throughout the procambial tissue in the root meristem, whereas reporter activity in wild-type roots sharply decreased a few cells above the QC (Fig. 5A). The addition of the synthetic CK 6-benzyl adenine (BAP) increased the intensity of reporter-derived fluorescence in both wild type and *sgo1* backgrounds but it did not alter the sharp decrease towards the more mature parts of the wild-type roots (Figs. 5A and EV3A; Movies EV5, EV6). This strongly suggests that the CK response is buffered in the meristem of the root and that this buffering mechanism depends on *AGO10*, and, presumably, on HD-ZIP III TFs. This was corroborated by transcriptomic analysis of the short-term CK response in root tips. 

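RNA of root tips was sequenced from 4 groups of 3 libraries each, Col-0 and the insertion mutant ago10-1, with and without BAP. The paper gives 6 days after germination, spraying with 1 µM BAP or no treatment, 2 h until harvest and a cut 1 to 3 mm above the tip. The sample labels call the untreated plants mock and give root tips of 1 mm. The AGO10 transcript (AT5G43810, chromosome 5 of TAIR10 from 17610744 to 17616907), which encodes the small RNA-binding protein missing in the mutant, was measured first as a check of the genotype labels. In the mock libraries it stood at 883 ± 174 normalized counts in Col-0 and 167 ± 25.6 in ago10-1 (SD, n = 3 each), or 18.9% of the Col-0 mean. After BAP it stood at 848 ± 250 and 158 ± 23.9 normalized counts (SD, n = 3 each), or 18.6% of the Col-0 mean. The log2 fold change of AGO10 in ago10-1 against Col-0 was -2.39 without BAP (standard error 0.19, adjusted p = 0.031 from limma) and -2.38 after BAP (standard error 0.27, adjusted p = 0.419 from limma). For each treatment every ago10-1 library lay below every Col-0 library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).

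**Figure D1:**
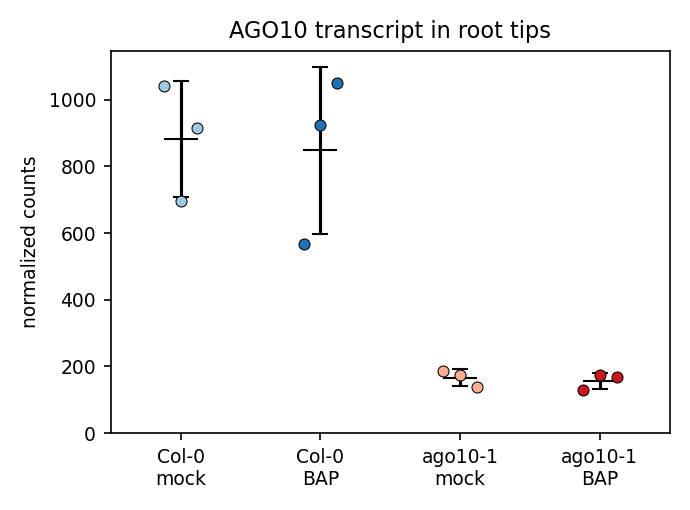
Normalized counts of AGO10 in the 12 root tip libraries, where each point is 1 library, horizontal lines are the means of 3 libraries and bars are SDs. The highest ago10-1 library has 187 normalized counts and the lowest Col-0 library 568.

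The authors aligned the reads with STAR, counted them per gene with featureCounts on the TAIR10 annotation and divided them by DESeq2's size factor of each library. These normalized counts are the deposited values. The reads on genes, recovered from them as whole numbers, ranged from 20824763 to 34899796 per library in Col-0 mock (median 29402663), from 19394256 to 24156838 in Col-0 BAP (median 21327376), from 19966023 to 31638308 in ago10-1 mock (median 29118395) and from 23003052 to 34052023 in ago10-1 BAP (median 23817927). From the deposited values, each comparison was fitted on its own 6 libraries with limma on log2 normalized counts plus 1, over the 19206 genes with a mean of at least 10 normalized counts in the 12 libraries. Genes with an unadjusted p under 0.01, the paper's threshold, are called here higher or lower, and 192 of the tested genes would pass it by chance alone. On simulated data with known changes, 68.7% of 2-fold changes between Col-0 mock and Col-0 BAP and 74.6% of those between ago10-1 mock and ago10-1 BAP passed this threshold. The simulated genes varied independently, with the same spread in each group and without structure among the libraries. These shares may not hold for the real libraries, where fewer genes were called than chance alone would give. The fits hold no term for the replicate number, so differences between replicates count as error, which can lower the counts. Counts with the replicate number or replicate 1 as a block are given below. The Col-0 mock libraries carry 1 heading that stands on 2 columns, so these are named A and B here.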

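In ago10-1 root tips, 91 genes were higher and 18 lower after BAP than in mock libraries, at an unadjusted p under 0.01 from limma. PEN3 (AT5G36150, chromosome 5 of TAIR10 from 14220634 to 14226211), a putative triterpene synthase gene, rose from 42.0 ± 12.3 to 211 ± 78.0 normalized counts (SD, n = 3 each), a log2 fold change of 2.27 with a standard error of 0.33. KIN1 (AT5G15960), which is known to be induced by cold and abscisic acid, rose from 55.2 ± 22.1 to 229 ± 44.2 (SD, n = 3 each), a log2 fold change of 2.11 with a standard error of 0.35. Its neighbour KIN2 (AT5G15970), a paralog that may share reads with it, had a log2 fold change of 1.64 (standard error 0.34). The transcription factor gene WRKY40 (AT1G80840), an early wound response gene, fell from 249 ± 60.0 to 103 ± 11.6 normalized counts (SD, n = 3 each), a log2 fold change of -1.25 with a standard error of 0.23.
No type-A response regulator, a primary CK response gene, was called. Of 10 measured ones, 9 had a positive log2 fold change, with a median of 0.35, and none passed when adjusted over the list alone. ARR7 had a log2 fold change of 1.40, RR3 (AT2G41310, ARR8 in many studies) 0.40 and ARR9 0.39. Against all other genes this list was higher by limma's camera test (adjusted p = 0.0022 over the 27 lists), but adjusted p = 0.419 with an estimated correlation in place of the preset one. The call ended without ago10-1 BAP replicate 3 (mean log2 fold change 0.0068 in place of 0.35, adjusted p = 0.198) and without ago10-1 mock replicate 1 (adjusted p = 0.0684). The other early CK response genes were not called as a list (9 of 12 positive, adjusted p = 0.178), and neither were the type-B response regulators (adjusted p = 0.502), the CK receptors and phosphotransfer proteins (adjusted p = 0.175, but called higher at adjusted p = 0.040 with the replicate number as a block, and adjusted p = 0.478 there with an estimated correlation) or the genes of CK synthesis and breakdown (adjusted p = 0.421).
Genes of secondary metabolism and detoxification leaned upward as lists. All 17 measured phenylpropanoid and lignin monomer genes had a positive log2 fold change, with a median of 0.44, and PAL1, which encodes the entry enzyme of the pathway, was called (none when adjusted over the list alone). Of 8 flavonoid genes, 7 were positive with a median of 0.86, and flavonol synthase FLS1 was called (none when adjusted over the list alone). Of 20 tau class glutathione transferases, 18 were positive with a median of 0.44 and 4 were called, ERD9 among them with a log2 fold change of 1.34 (5 when adjusted over the list alone). Of 13 sulfate assimilation genes, 12 were positive with a median of 0.23, and APR2, APR3 and SERAT2;1 were called (3 when adjusted over the list alone). Of 9 cold and abscisic acid response genes, 8 were positive with a median of 0.65 and 2 were called (3 when adjusted over the list alone). The camera test called these lists higher (in this order adjusted p = 6.8e-09, 5.6e-05, 1.2e-07, 0.00013 and 4.5e-06), and with an estimated correlation none of them held (adjusted p = 0.419, 0.419, 0.416, 0.416 and 0.416). No single library ended these calls, but without ago10-1 mock replicate 1 the mean log2 fold change of the flavonoid list was 0.50 in place of 0.83. With replicate 1 set against replicates 2 and 3 as a block, 4, 6, 7, 4 and 5 members of these lists were called.
Some wound and jasmonate genes were lower. Of 16 early wound and touch genes, 10 had a negative log2 fold change and 3 were called lower, among them ERF13 at -2.66 (standard error 0.45; 3 when adjusted over the list alone). Of 25 jasmonate genes, 12 were positive and 13 negative, with a median of -0.15. TIFY10B, a jasmonate repressor gene, had a log2 fold change of -0.76 and AOS, a jasmonate synthesis gene, one of -0.68, and both were called lower (2 when adjusted over the list alone). The wound list was called lower (adjusted p = 0.00019, and adjusted p = 0.419 with an estimated correlation), as was the jasmonate list (adjusted p = 0.046, and adjusted p = 0.524 with an estimated correlation), whose call ended with the replicate number as a block (adjusted p = 0.0984). The wound call ended without ago10-1 mock replicate 1 (adjusted p = 0.109) and without ago10-1 BAP replicate 2 (adjusted p = 0.111). The jasmonate call ended without ago10-1 mock replicate 1 or 3 (adjusted p = 0.0763 and 0.312) and without ago10-1 BAP replicate 2 (adjusted p = 0.463). With replicate 1 as a block, 4 wound and 4 jasmonate genes were called lower and 2 jasmonate genes higher. Among cell types, 20 of 21 root hair genes were positive with a median of 0.60 (adjusted p = 2.4e-09, and adjusted p = 0.419 with an estimated correlation), and 16 of 19 genes of dividing cells were negative with a median of -0.14 (adjusted p = 0.0085, and adjusted p = 0.509 with an estimated correlation), with no member called in either list. The 6 measured genes typical of green shoot tissue, which root tips should hold little of, had a median log2 fold change of 1.08 (adjusted p = 0.00022, and adjusted p = 0.416 with an estimated correlation), with no member called, or 1 with replicate 1 as a block. Without ago10-1 BAP replicate 3 the mean of the root hair list was 0.30 in place of 0.56 and the call of the dividing cell genes ended (adjusted p = 0.247).

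**Figure D2:**
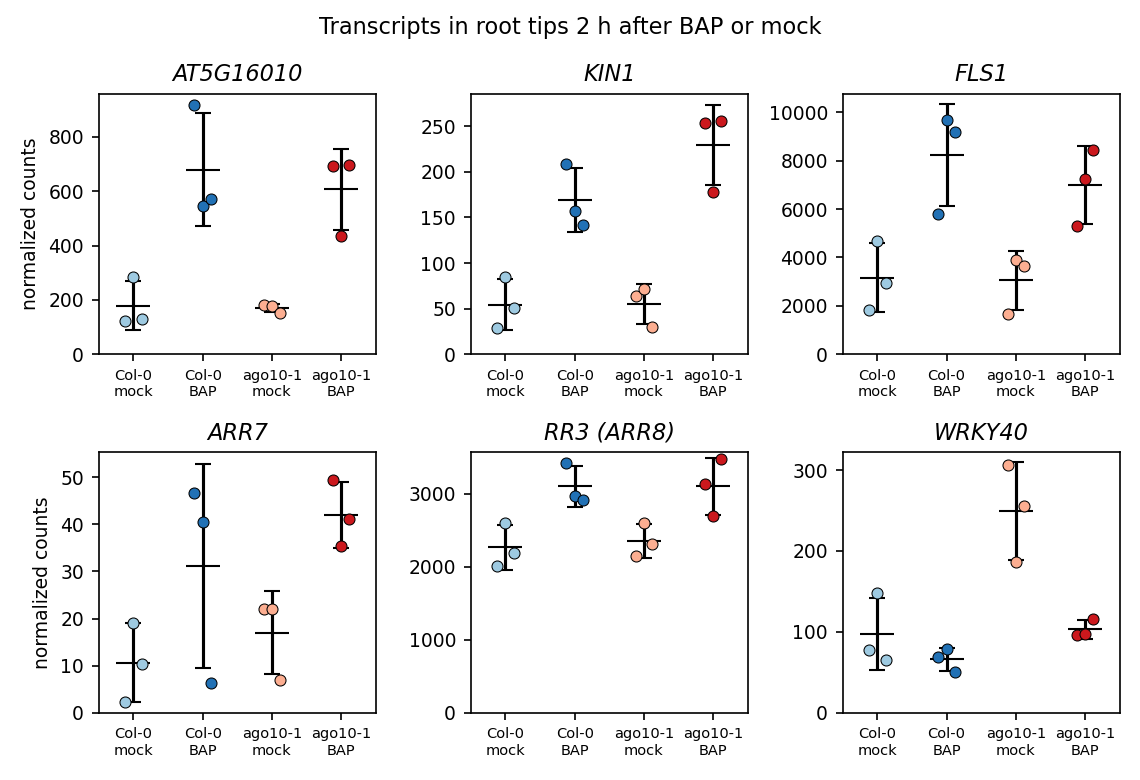
Normalized counts of 6 genes in the 4 groups of root tip libraries, where each point is 1 library, horizontal lines are the means of 3 libraries and bars are SDs. KIN1 and AT5G16010 are higher after BAP in both genotypes, and WRKY40 is highest in ago10-1 mock, with a mean of 249.

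No gene passed an adjusted p under 0.05 in limma, where the smallest was 0.828 and 793 genes had an unadjusted p under 0.05, and edgeR gave none and DESeq2 gave 24. The jasmonate, wound, flavonoid, phenylpropanoid, glutathione transferase, sulfate, cold and root hair lists were drawn up after members were seen in Dataset EV1, so their directions are not independent of these samples. The count of 109 genes for the BAP response in ago10-1 became 979 with the replicate number as a block, which the libraries follow, with 51 at an adjusted p under 0.05, and 422 with replicate 1 set against replicates 2 and 3. It became 66, 56 and 57 without ago10-1 mock replicate 1, 2 and 3, 623 without ago10-1 BAP replicate 2 and 28 without ago10-1 BAP replicate 3.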

After two hours of BAP treatment, 285 genes in *ago10-1* showed differential expression compared to untreated *ago10-1* with a relaxed significance threshold of *P* < 0.01 (see Methods and Dataset EV1). In the Col-0 wild type, only 61 genes showed differential expression after the treatment, approximately half of which were shared with *ago10-1* (Fig. 5B). Moreover, of the genes differentially expressed (*P* < 0.01) in either genotype, almost all responded quantitatively more strongly in *ago10-1* than in Col-0 as shown by clustered comparison of normalized read counts (Fig. 5C). 

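In Col-0 root tips, 25 genes were higher and 4 lower after BAP. RNS1 (AT2G02990, chromosome 2 of TAIR10 from 873506 to 874886), a ribonuclease gene, rose from 61.6 ± 34.2 to 315 ± 136 normalized counts (SD, n = 3 each), a log2 fold change of 2.45 with a standard error of 0.56. AT5G16010 rose from 179 ± 91.2 to 679 ± 208 (SD, n = 3 each), a log2 fold change of 1.99 with a standard error of 0.37. The 4 lower genes were the chaperone gene HSP90.1 (log2 fold change -0.81), CYP96A8 (-0.80), AT1G52050 (-0.46) and TET15 (-2.11, chosen after its value was seen).
Among the CK response genes of Col-0, 8 of 10 type-A response regulators had a positive log2 fold change, with a median of 0.38, and none was called, also when adjusted over the list alone. ARR7 had a log2 fold change of 1.42 and RR3 one of 0.46. The list was called higher (adjusted p = 0.0013 from camera in limma, and adjusted p = 0.446 with an estimated correlation), a call that ended without replicate 1 of every group (adjusted p = 0.368) and without Col-0 mock replicate 1 alone (mean log2 fold change -0.042 in place of 0.32, adjusted p = 0.560). All 8 flavonoid genes were positive with a median of 1.08, with 1 called, FLS1 at 1.45 (1 when adjusted over the list alone). All 20 tau class glutathione transferases were positive with a median of 0.50, with 1 called, ERD9 at 1.45 (1 when adjusted over the list alone). All 9 cold and abscisic acid response genes were positive with a median of 1.09, with 1 called, KIN1 at 1.73 (1 when adjusted over the list alone). Camera gave adjusted p = 6.8e-09, 1.8e-12 and 9.4e-06 for these lists, each with adjusted p = 0.232 with an estimated correlation. These calls held without each single library, but without Col-0 mock replicate 1 the mean of the flavonoid list was 0.61 in place of 1.00. Without Col-0 BAP replicate 1 it was 0.30 in place of 0.55 for glutathione transferases and 0.58 in place of 1.05 for cold genes. With replicate 1 as a block, 6 flavonoid and 3 glutathione transferase genes were called. These lists are not independent of the samples, as above. Of 19 genes of dividing cells, 18 were negative with a median of -0.13 (adjusted p = 0.0013, and adjusted p = 0.468 with an estimated correlation), a call that ended without replicate 1 of every group (adjusted p = 0.973), Col-0 BAP replicate 1 (adjusted p = 0.900) or Col-0 mock library B (adjusted p = 0.0815). The genes of green shoot tissue had a median of 0.78 (5 of 6 positive, adjusted p = 0.037, and adjusted p = 0.556 with an estimated correlation), and the call ended without replicate 1 of every group (adjusted p = 0.973), Col-0 BAP replicate 1 (adjusted p = 0.664) or Col-0 mock library B (adjusted p = 0.378).
The genes called in Col-0 and in ago10-1 overlapped. The 12 shared genes, 41.4% of the 29 called in Col-0 and all higher in both genotypes, include KIN1, ERD9, FLS1, AT5G16010, the hydroxycinnamate glucosyltransferase gene UGT84A1, the sulfate assimilation gene APR3, GCL1, CP1, PRN and IAGLU. Independent lists would share 0.165 genes (one-sided Fisher's exact test, p = 2.9e-20, over the 19206 genes tested, taken as independent), and 17 genes were called in Col-0 alone and 97 in ago10-1 alone. Of 100 pairs of splits of the libraries, 7 share as many genes, the real pair included, and the highest other pair shares 611. Of these, 4 do not part the replicate 1 libraries in both genotypes, the highest among them. Of the 36 pairs that part these libraries in both genotypes, 3 share as many genes, the real pair included, with 14 in the highest other, so chance is not excluded.
No gene passed an adjusted p under 0.05 in Col-0 by limma or edgeR, 4 did by DESeq2, and 226 had an unadjusted p under 0.05 in limma. With replicate 1 set against replicates 2 and 3 as a block, the BAP response in Col-0 held 67 genes and the overlap of the BAP calls 34. Without Col-0 mock replicate 1, library A or library B the response held 10, 50 and 9 genes and the overlap 7, 24 and 5, without Col-0 BAP replicate 1 the response held 82, without Col-0 BAP replicate 2 the response held 10 and the overlap 4, and without ago10-1 BAP replicate 3 the overlap held 7.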

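Of the 126 genes called after BAP in either genotype, 96 (76.2%) had the larger absolute log2 fold change in ago10-1, and 117 changed in the same direction in both genotypes. The median absolute log2 fold change was 0.54 in Col-0 and 0.77 in ago10-1. For ago10-1 BAP as the group with the highest mean normalized count, the tally was 83 genes (65.9%), against 21 for Col-0 BAP, 18 for ago10-1 mock and 4 for Col-0 mock. The share depended on the genotype in which a gene was called. Of the 97 genes called in ago10-1 alone, 89 changed more in ago10-1, of the 17 called in Col-0 alone, 3 did, and of the 12 called in both, 4 did, KIN1 among them (2.11 in ago10-1 and 1.73 in Col-0). Selecting genes by their change in a genotype favours larger changes there. With shrunken DESeq2 fold changes, a fit chosen after seeing the values, 23 of 29 genes called in both genotypes changed more in ago10-1 (79.3%). For the 28 of these 29 genes that pass the filter used here, limma gave 39.3%. Their median absolute log2 fold change in limma was 1.29 in Col-0 and 1.11 in ago10-1. In the shrunken fit the medians of the 29 genes were 0.57 and 0.67. Shrinkage was set separately in each genotype, so it may have lowered the Col-0 changes more. A call in Col-0, where the BAP libraries varied more, also takes a larger change, so genes called in both are no neutral choice either.
The test of the difference itself, the interaction of genotype and treatment over all 12 libraries in limma, called 4 of the 19206 genes. LpxB (-0.92, standard error 0.23), an enzyme gene of lipid A synthesis, AIB (-1.28, standard error 0.36), a transcription factor gene, and TIFY10B (-1.03, standard error 0.25) had a lower log2 fold change after BAP in ago10-1 than in Col-0. IDD4 (0.57, standard error 0.18), a zinc finger gene, had a higher one. Each had adjusted p = 1.00, no gene passed an adjusted p under 0.05 in limma, edgeR or DESeq2, and 89 genes had an unadjusted p under 0.05 in limma. TIFY10B and AIB are the 2 of the 126 genes whose difference was called, and 8 of the 126 had an unadjusted p under 0.05. The type-A response regulators had a median difference of -0.03 (adjusted p = 0.887 from camera in limma), with none called, also when adjusted over the list alone. On the simulated data this test called 38.8% of 2-fold differences, a share that may not hold for the real libraries either. For the difference of the BAP responses the count was 12 with replicate 1 set against replicates 2 and 3 as a block. It was 39 without Col-0 BAP replicate 1, 11 without Col-0 BAP replicate 3, 8 without ago10-1 BAP replicate 2 or 3, and 7 without Col-0 mock replicate 1, Col-0 mock library A or ago10-1 mock replicate 1.

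**Figure D3:**
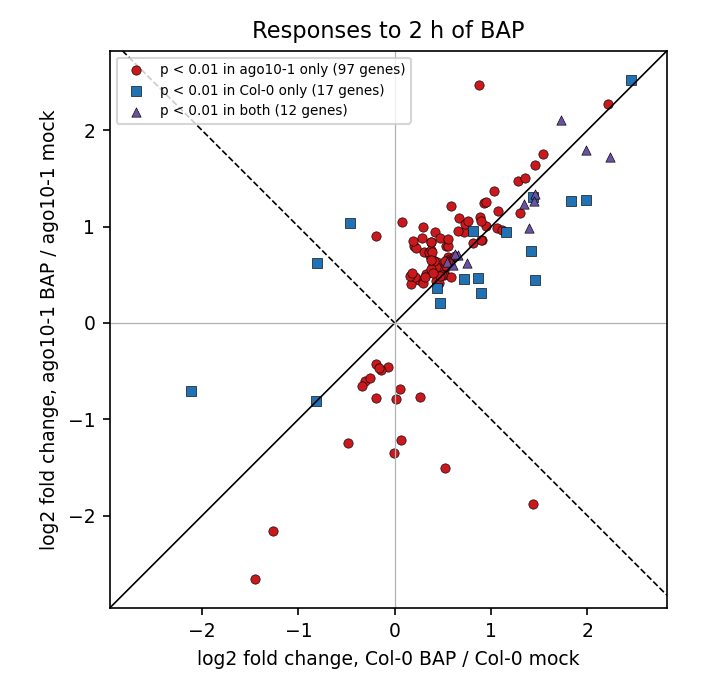
Log2 fold change after BAP in Col-0 (x axis) and in ago10-1 (y axis) of the 126 genes called in either genotype. Points in the upper and lower wedges between the solid and the dashed diagonal have the larger absolute change in ago10-1, as 96 do.

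With replicate 1 set against replicates 2 and 3 as a block in both fits, 370 of 455 genes called in either genotype changed more in ago10-1 (81.3%). With 1 estimate of the spread from all 12 libraries the share was 47.5%. The libraries of Col-0 BAP varied most (median SD on the log2 scale 0.309, and 0.217 in ago10-1 BAP). A shared estimate understates the error of Col-0 changes and overstates that of ago10-1 ones. It therefore favours genes called in Col-0 (75, against 67 in ago10-1). With genes called on 2 libraries of each group and measured on the held-out ones, the share was 43.6% on average over 81 choices (lowest 5.46%, highest 91.7%). Over the 25 choices that hold out replicate 1 of a genotype in both treatments or in neither, a test chosen after seeing the values, it was 48.9% (lowest 7.20%, highest 91.7%), or 42.6% with the block. An absolute change between single held-out libraries grows with their spread, which was larger in Col-0 BAP. An equal response need therefore not give 50%, and the held-out shares cannot decide which genotype responded more. For the stronger response in ago10-1, the share was under 50% without Col-0 mock library A (46.7%), Col-0 BAP replicate 3 (47.7%) or ago10-1 BAP replicate 3 (44.0%). It was between 58.1% and 96.9% without each other library, highest without ago10-1 BAP replicate 2. The paper sets the number of responding genes in each genotype and the stronger response in the clustered normalized counts of Fig. 5C beside its CK reporter data. From the reporter it proposes that the CK response is buffered in the root meristem and that this buffering depends on AGO10 and, presumably, on HD-ZIP III transcription factors. The reporter was imaged in Col-0 and in sgo1, without BAP or after growth on medium with it. These libraries hold whole root tips of Col-0 and ago10-1, with the BAP ones taken 2 h after spraying. The paper also draws on the vascular cell numbers after BAP in sgo1 and phb phv cna, and on sgo1 combined with mutations in type-B response regulators, both given next.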

We then tested the response of Col-0, *sgo1*, L*er*, and *phb phv cna* roots to increased CK signalling with respect to formative cell divisions in the root stele. Whereas both the Col-0 and L*er* wild types did not show a significant change in vascular cell number 150 µm above the QC in response to up to 10 µM BAP, *sgo1* and *phb phv cna* showed a dramatic increase of formative cell divisions (Fig. 5D). In extreme cases, we observed roots with more than 100 cells, as opposed to the average of ~40 cells in the corresponding wild-type roots. This result shows that buffering of the promoting effect of CK signalling on formative cell divisions in the stele is mediated by the AGO10-HD-ZIP III module. To assess whether the increased cell division activity in *sgo1* depends on CK signalling, we generated a quadruple mutant carrying lesions in the three root-expressed type B cytokinin response regulators, ARR1, 10, and 12. As previously shown, the *arr1-3 arr10-5 arr12-1* triple mutant (Argyros et al, 2008) shows strongly reduced vascular cell number (Fig. EV3B). The quadruple mutant shows a similar cell file count as *arr1-3 arr10-5 arr12-1*, suggesting that intact CK signalling is required for the *sgo1* phenotype.

**Figure 5:**
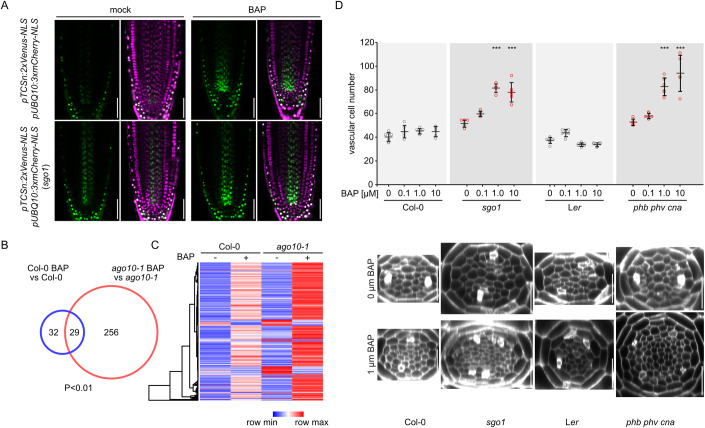
AGO10 and HD-ZIP III proteins buffer vascular cytokinin responses. (**A**) Confocal images of *pTCSn:2xVenus-NLS pUB10:3xmCherry-NLS* marker line after mock treatment or after growth on medium supplemented with 0.1 µM BAP (upper panels). Lower panels show the same marker line in the *sgo1* background. (**B**, **C**) The *ago10-1* mutants respond more strongly to 2 h of CK treatment based on RNA-seq analysis of root tips (*n* = 3). (**B**) Venn diagrams show number of genes differentially expressed (*P* < 0.01, see ‘Methods’ section for details). (**C**) Heatmap visualization of normalized reads averages from genes in (**B**) shows increased quantitative response in *ago10-1*. Colour code indicates minimal and maximal value of normalized reads in each row. (**D**) L*er*, and *phb phv cna* roots in response to increasing concentrations of BAP. Data information: graph in (**D**) depicts means ± s.d. and individual data points. *n* = 6–7 biological replicates. Asterisks indicate statistically significant differences from the respective control (0 µM BAP) within the same genotype based on Tukey’s post hoc test after one-way ANOVA (***P < 0.001). Scale bars in (**A**), in (**C**) = 25 µm. Source data are available online for this figure.

**Figure EV3:**
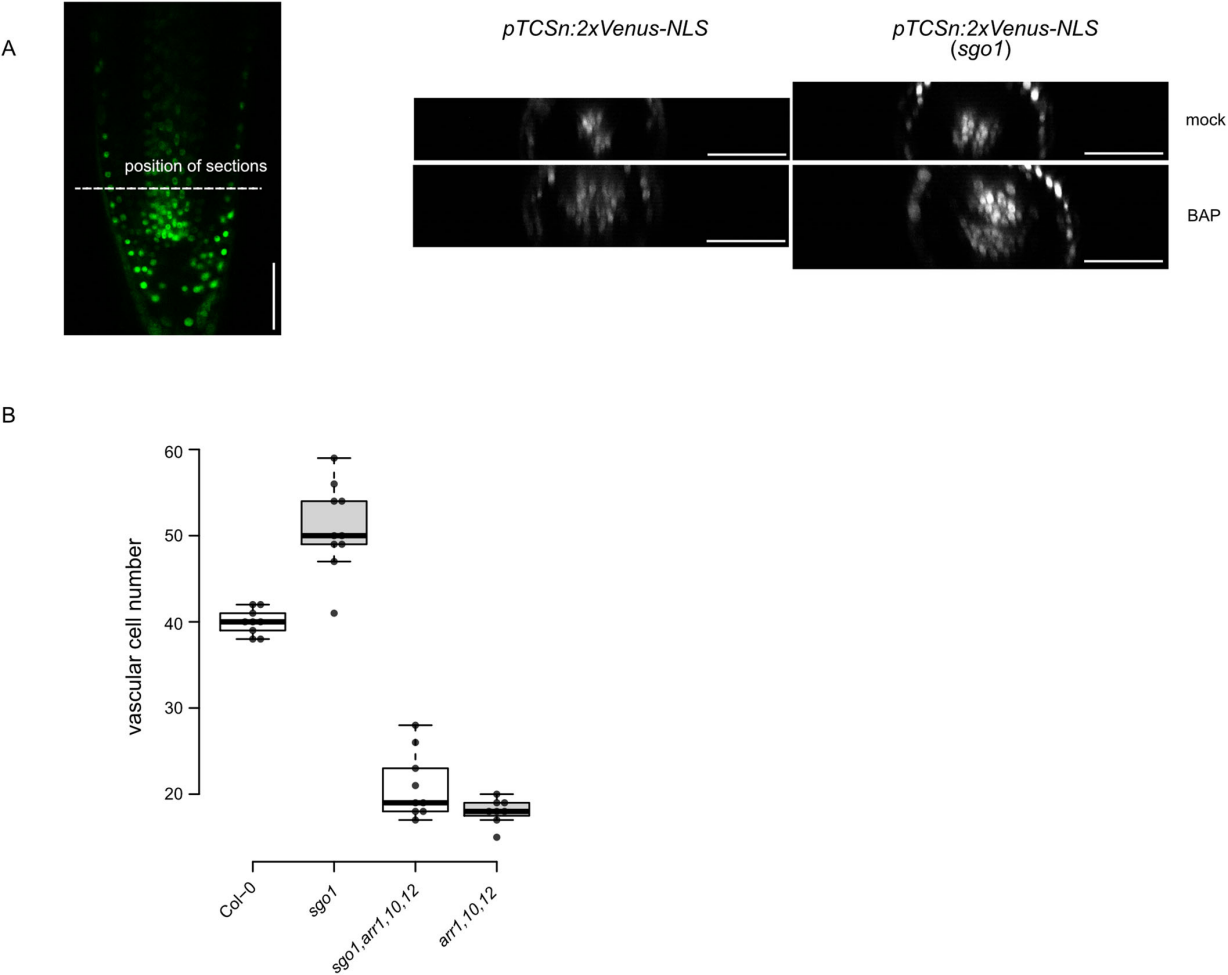
Related to Fig. 5. Increased vascular cell numbers in sgo1 depend on intact cytokinin signalling. (**A**) Confocal sections of *pTCSn:2xVenus-NLS pUB10:3xmCherry-NLS* marker line after mock treatment or after growth on medium supplemented with 0.1 µM BAP. Scale bar = 50 µm. (**B**) Lesion of three of the main type-B ARR CK response regulators, ARR1, ARR10, and ARR12 (Argyros et al, 2008), results in a dramatic reduction of vascular cell numbers in both the Col-0 and *sgo1* background, respectively. Box plots depict median and upper and lower quartile (boxes), average (cross) and data range (whiskers), excluding outliers, of root length under the indicated conditions, dots represent individual data points. *n* = 8–10.

### AGO10 controls phenotypic robustness

As an increase in xylem cell number is associated with plant adaption to water stress (Ramachandran et al, 2018), we compared the growth of WT and *sgo1* plants on medium simulating water limitation by addition of polyethylene glycol (PEG) (Verslues et al, 2006). While vascular cell number was reduced under these conditions in both WT and *sgo1* (Appendix Fig. S2A), root growth of *sgo1* plants was more resistant to water-limiting conditions. This was the case when the plants were germinated and grown on PEG-containing medium (Appendix Fig. S2B), as well as after transfer to PEG medium following initial cultivation on control medium (Appendix Fig. S2C). Moreover, adult *sgo1* plants exposed to drought conditions showed strikingly increased survival compared to the Col-0 wild type, although not all plants survived the treatment (Fig. 6A). Likewise, the *phb phv cna* triple mutant showed increased survival in drought experiments, although less pronounced than *sgo1* (Appendix Fig. S2D). Similar to the *phb phv cna* mutant (Fig. EV2B), *sgo1* showed substantially increased root length under the standard growth conditions (half-strength MS with 1% sucrose) compared to the wild type, suggesting that reducing the HD-ZIP III levels is beneficial for growth under lab conditions and water stress. This suggestion is consistent with the findings, by Mirlohi et al (2024) that AGO10 regulates the global root meristem length/activity.

**Figure 6:**
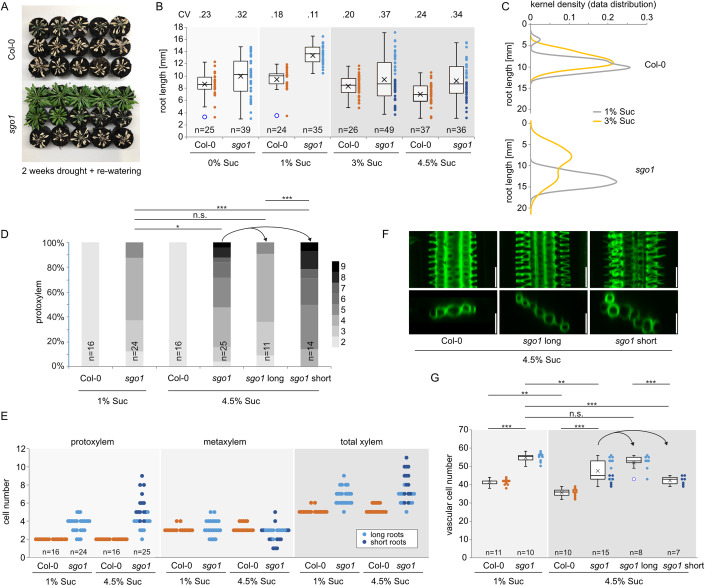
AGO10 is required for phenotypic robustness. (**A**) *sgo1* mutants show increased survival in drought conditions. Watering of four-week-old plants was stopped for two weeks and then recommenced. Images were taken 10 days after initial re-watering. Plants were grown randomly dispersed in the same tray. (**B**) Root length of *sgo1* is markedly and uniformly increased under optimal growth conditions but shows increased variance under non-optimal sucrose concentrations. Box plots depict median and upper and lower quartile (boxes), average (cross) and data range (whiskers) of root length under the indicated conditions, dots represent individual data points. CV = coefficient of variance. (**C**) Kernel density distribution of WT and *sgo1* root length under 1% and 3% sucrose growth regimes. (**D**) Frequency of roots with the indicated number of protoxylem cells of Col-0 and *sgo1* grown on 1% or 4.5% sucrose. Short and long *sgo1* roots on 4.5% sucrose are depicted separately and combined. Asterisks indicate statistically significant difference based on Mann–Whitney U test (***P < 0.001, *P < 0.05, n.s. = not significant). Corresponding metaxylem and total xylem graphs are shown in Fig. EV5A, B, respectively. (**E**) Alternative display of data from (**D**) to visualize increase of variance of *sgo1* roots grown under elevated sugar levels. Darker blue dots correspond to data points from short-rooted individuals. (**F**) Exemplary images depicting xylem phenotypes of WT, long, and short-sgo1 plants grown under 4.5% sucrose. (**G**) Quantification of vascular cell files of Col-0 and *sgo1* grown on medium containing the indicated sucrose concentration. Data information: box plots depict median and upper and lower quartile (boxes), average (cross) and data range (whiskers) of root length under the indicated conditions, dots represent individual data points. Darker blue dots correspond to data points from short-rooted individuals. Asterisks indicate statistically significant difference based on Mann–Whitney U test (***P < 0.001, **P < 0.01, *P < 0.05, n.s. = not significant). In each panel, the number of biological replicates is indicated. Source data are available online for this figure.

**Figure EV5:**
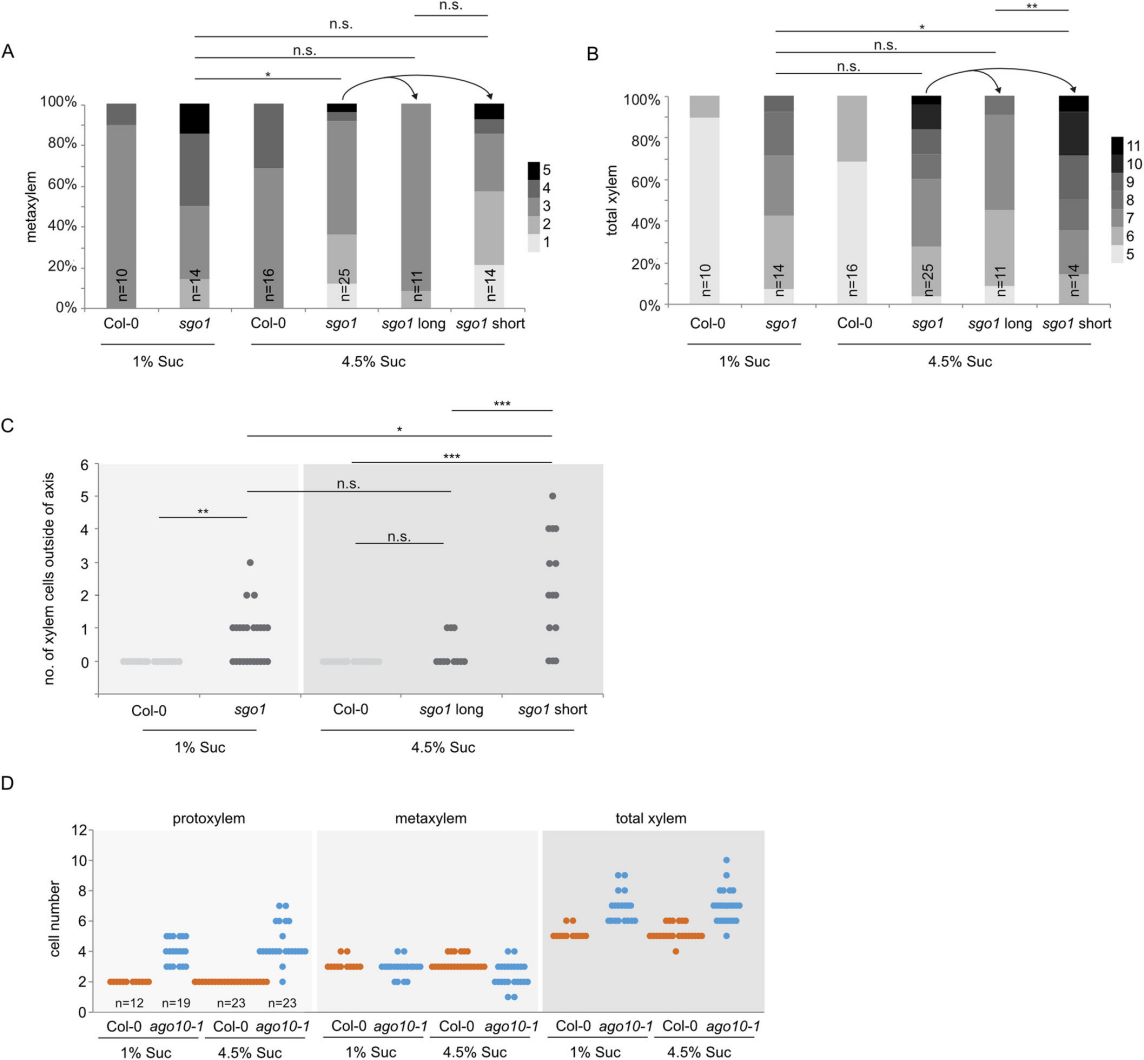
Related to Fig. 6. AGO10 is required for phenotypic robustness. (**A**, **B**) Frequency of roots with the indicated number of metaxylem (**A**) and total xylem (**B**) of Col-0 and *sgo1* grown on 1% or 4.5% sucrose. Short and long *sgo1* roots on 4.5% sucrose are depicted separately and combined. Asterisks indicate statistically significant difference based on Mann–Whitney U test (**P < 0.01, *P < 0.05, n.s. = not significant). (**C**) Plot of individual roots grown under the indicated conditions according to the number of ectopic xylem cells differentiating outside of the xylem axis, i.e. in procambial position. Asterisks indicate statistically significant differences based on Dunn’s post hoc test with Benjamini–Hochberg correction after Kruskal–Wallis modified U test (***P < 0.001, **P < 0.01, *P < 0.05, n.s. = not significant). (**D**) Plot of differentiated xylem cell number of Col-0 and *ago10-1* roots grown under the indicated conditions.

When we challenged *sgo1* plants with non-optimal carbon supply (0%, 3%, and 4.5% sucrose), these clear growth advantages were no longer apparent, however, and *sgo1* root growth showed a markedly increased variance, particularly under elevated sucrose conditions (Fig. 6B). Both Col-0 and *sgo1* root length was mildly decreased by elevated sucrose compared to the standard medium (1% sucrose), but the coefficient of variance was increased only for *sgo1*. Kernel density estimation revealed two peaks for *sgo1* at 3% sucrose, one approximately at the peak of the 1% sucrose distribution, and one additional peak close to the position of both Col-0 peaks (Fig. 6C). Thus, superior performance of *sgo1* in some conditions appears to be associated with a decrease of phenotypic robustness in others. Similar results were obtained with the *ago10-1* mutant (Fig. EV4). Elevated sucrose is a well-established stress condition for seedlings (Hauser et al, 1995), although the mechanisms by which it causes stress are not known. However, growth on 135 mM sorbitol was not sufficient to elicit similar phenotypes, indicating that the effect exerted by elevated sucrose is not solely osmotic (Fig. EV4). Lugol staining of accumulated starch under different conditions did not reveal any apparent differences between *sgo1* and Col-0 (Appendix Fig. S3). We then assessed whether xylem patterning in Col-0 and *sgo1* was also differentially affected by elevated sucrose availability in the medium. To study potential correlation of the xylem phenotype with growth, we divided *sgo1* roots grown on elevated sucrose conditions in two groups according to root length and separately analysed short and long roots. Whereas Col-0 protoxylem patterning did not change, *sgo1* showed overall increased protoxylem cell numbers when grown in the presence of 4.5% sucrose, again associated with an increased variability. Remarkably, the increase in protoxylem cells and thus increase in variance was largely contributed by the individuals with short root phenotype (Fig. 6D,E), whereas individuals with long roots were indistinguishable from plants grown under control conditions (Fig. 6D,E). The increase in protoxylem cell number of *sgo1* plants grown on elevated sugar levels was associated with a mild, but significant decrease in metaxylem numbers (Fig. EV5A) and thus only a subtle increase in total xylem cell numbers (Fig. EV5B). In contrast to long roots, the short-rooted *sgo1* individuals grown on elevated sugar levels also displayed a more disorganized xylem with an increase in ectopic xylem cells outside of the main xylem axis (Figs. 6F and EV5C). Finally, we assessed vascular cell number in plants grown on 1% and 4.5% sucrose. Interestingly, elevated sugar levels decreased cell number in both WT and *sgo1* roots (Fig. 6G). Again, *sgo1* showed a pronounced loss of phenotypic robustness, and individuals with short roots had markedly fewer cells than those with longer roots. Together, loss of AGO10 function in *sgo1* or *ago10-1* (Fig. EV5D) leads to phenotypic instability under stress conditions. While under control conditions the increase in xylem in *ago10* mutants could at least in part be explained by the increase in formative cell division activity (Fig. 3), this does not apply to the shorter *sgo1* roots under stress conditions, as those plants show the most extreme increase in xylem measured during the course of this study but exhibit vascular cell numbers comparable to those in the wild type under control conditions. Thus, AGO10, presumably by shaping of the miRNA165/6 gradient, is critically required for the control of and the coordination between formative cell division and robust cell fate specification of the vasculature.

**Figure EV4:**
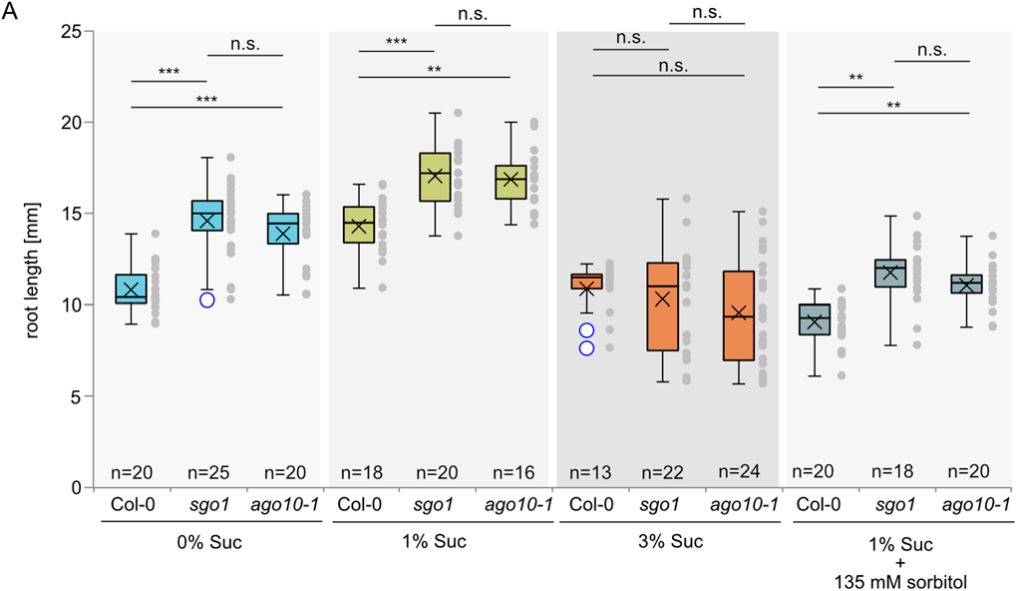
Related to Fig. 6. AGO10 is required for phenotypic robustness. (**A**) Root length of Col-0, *sgo1*, and *ago10-1* at 6DAG under the indicated conditions. Box plots depict median and upper and lower quartile (boxes), average (cross) and data range (whiskers) of root length under the indicated conditions, dots represent individual data points. Asterisks indicate statistically significant difference based on Tukey’s HSD test following one-way ANOVA with (***P < 0.001, **P < 0.01, n.s. = not significant). Significance differences are only indicated within a given condition.

## Discussion

Plants rely on integration of oriented cell division with developmental patterning of cell identities for the generation of functional organs and tissues. Correct cell fate determination is particularly important in the vasculature to ensure connectivity of the conductive tissues that transport water and nutrients throughout the plant body. In this study, we demonstrate that AGO10 is required for the control of formative cell divisions in the root vasculature as an essential component of miR165/6-mediated patterning. Our results showing that *ago10* mutants are indistinguishable from higher order *hd-zip III* mutants would suggest that, in the absence of AGO10, miRNA165/6 can spread further from the endodermal source into the stele, curtailing HD-ZIP III expression, a notion also supported by the results of (Mirlohi et al, 2024) in their accompanying study. As previously suggested for the SAM (Yu et al, 2017), Mirlohi et al suggest that AGO10 promotes degradation of miRNAs through SMALL RNA DEGRADING NUCLEASE1 and 2 (SDN1 and SDN2). Consistent with this, miR165/6 and AGO10 levels are anti-correlated (Mirlohi et al, 2024). In addition, miR165/6 levels are increased in the absence of AGO10 (Liu et al, 2009), suggesting that to maintain an instructive miRNA gradient, AGO10 does not only sequester miR165/6 but also triggers their degradation. This would also suggest that, if unchecked by AGO10, miR165/6 might be capable of moving further than previously assumed (Benkovics and Timmermans, 2014; de Felippes et al, 2011). Plant miRNA gradients have been likened to animal morphogens because both allow the dose-dependent, threshold-based cell fate decision and directly act on their targets. A key feature of morphogen gradients is that they act in a scalable manner and allow patterning independent of cell division activity and the cellular layout. Here, we reveal that AGO10 is an essential regulator of root vascular patterning, possibly through expanding the amplitude of the miR165/6 gradient as described in the accompanying study by Mirlohi et al. It will be interesting to see whether comparable “expander” components are general features of gradient decoding and scalability.

Gene regulation by small RNAs gradients is also thought to accomplish canalization of development by reduction of gene expression noise (Schmiedel et al, 2015) and sharpening of expression boundaries (Levine et al, 2007). However, our results demonstrate that unchecked activity of miRNAs can also decrease phenotypic robustness, implying that miRNA gradients have to be finely tuned. Interestingly, a recent study has revealed that miRNA activity can also lead to randomization of cell fate determination, which might serve as a bet-hedging strategy under non-favourable conditions (Plavskin et al, 2016). Futures work should address the ecological and evolutionary consequences of such adjustable plasticity conferred by the AGO10-miR165/6-HD-ZIP III module.

A key remaining question is how the miR165/6-AGO10-HD-ZIP III module controls formative cell divisions. A recent publication has revealed that HD-ZIP IIIs antagonize DOF transcription factors, which promote formative divisions, by repressing *DOF* transcription and cell to cell movement (Miyashima et al, 2019). In addition to these direct effects, our results demonstrating that HD-ZIP IIIs buffer CK responses suggest also an indirect level of control, as expression of the PEAR class of DOF TFs is induced by CK signalling (Miyashima et al, 2019; Smet et al, 2019) and DOF promoters can be targets of ARRs (Smet et al, 2019; Xie et al, 2018; Zubo et al, 2017). Thus, increase in PEAR expression due to loss of HD-ZIP IIIs might at least partially explain the increase in formative cell division in *sgo1* and *phb phv cna*. Interestingly, PHB has been shown to suppress B-type ARR activity (Sebastian et al, 2015), although it should be noted that the interactions between CKs and HD-ZIP III are complex and presumably context-dependent (Sebastian et al, 2015; Dello Ioio et al, 2012). Both pathways also converge on xylem patterning, as CK application suppresses protoxylem specification and CK mutants show protoxylem in place of metaxylem (Argyros et al, 2008; Yokoyama et al, 2006; Mähönen et al, 2000; Mähönen, 2006), whereas HD-ZIP IIIs gain of function alleles show metaxylem in place of protoxylem (Carlsbecker et al, 2010). In summary, we demonstrate that AGO10 is required for controlling lateral growth and cell fate determination in the root vascular tissue. Our results indicate that AGO10 is an essential component of the miR165/6-HD-ZIP III module, enabling the establishment of an instructive miRNA gradient. We speculate that this intricate non-cell autonomous regulatory circuitry simultaneously provides robustness and flexibility to adapt vascular patterning to both developmental and environmental cues. Notably, HD-ZIP III and AGO10 expression has been shown to respond to water-limiting conditions, favouring increased xylem differentiation (Bloch et al, 2019). A second, presumably vasculature-unrelated function of AGO10 is the control of root meristem length/activity, as shown by Mirlohi et al in the accompanying manuscript. How much of this second function contributes to the phenotypes described here remains to be determined.

## Methods

### Plant material and growth conditions

Plant material used in this study is described in Appendix Table S1. Seeds were surface-sterilized with 1.2% NaOCl in 70% ethanol for five minutes, followed by two rinses in absolute ethanol and air drying under the sterile bench. If not indicated otherwise, plants were grown on half-strength MS medium supplemented with 1% sucrose and 0.9% phytoagar. If appropriate, 6-benzyl adenine was added after autoclaving. For growth under simulated water deficit, half-strength MS plates were infused with PEG as described previously (Verslues and Bray, 2006). Briefly, 25 ml of half-strength MS medium containing 1.5% plant agar were poured into square 12 cm petri dishes and allowed to solidify. This was overlaid with 37.5 ml of liquid half-strength MS medium containing 0, 250, or 400 g/L of PEG 8000 added after autoclaving. Plates were allowed to dry for three days and excess solution was poured off. On plates overlaid with 400 g/L PEG 8000, seeds failed to germinate. For transfer experiments, seedlings were grown on half-strength MS medium without sucrose and transferred to PEG plates after five days of growth. The *ago1-10* mutant was described in Takeda et al, 2008 (Takeda et al, 2008), and the *pAGO10::GFP:AGO10* reference line (also designated *A10*^*NX*^) was characterized by Mirlohi et al (2024), in the accompanying study.

### Generation of transgenic plants

For the *pTCSn:2xmVenus-NLS pUBQ10:3xmCherry-NLS* line we first created transgenic plants harbouring construct pCW066 (pUBQ10:3xmCherry-NLS) that were then transformed with construct pCW178 (pTCSn:2xVenus-NLS). Constructs were generated using GreenGate cloning as previously described (Lampropoulos et al, 2013). Modules and oligo sequences can be found in the Appendix Tables S2, S3, respectively.

### Identification of *sgo1*

To identify the mutation causal for the sgo1 phenotype we combined bulked segregant analysis with next-generation sequencing. We first created a mapping population by crossing *sgo1* to the L*er* wild type. We scored the xylem phenotype of 200 F2 plants by light microscopy, pooled all the plants with *sgo1* phenotype and analysed with a set of PCR-based markers (~5 per chromosome) for Col-0/Ler polymorphisms. We found a clear bias for Col-0 on the bottom of chromosome 5. We then collected 50 plants each with WT and *sgo1* phenotype from an F2 population resulting from a backcross of *sgo1* to Col-0, prepared genomic DNA and sequenced the two pooled samples together with a *sgo1* sample.

Genomic DNA for whole genome sequencing was prepared using CTAB. The samples were ground under liquid nitrogen using pistil and mortar and 70–100 mg plant material was resuspended in 600 μL CTAB buffer (2% CTAB, 1% PVP 4000, 1.4 M NaCl, 100 mM Tris-HCl, pH 8, 20 mM EDTA, pH 8). After a one-hour incubation at 65 °C, samples were cooled down to room temperature and 1 μL RNaseA (1 mg/mL) was added. Samples were incubated for 1 h at 37 °C. 60 μL CHCl_3_ were added, gently mixed by inverting the tubes and centrifuged at 5000 × *g* for 10 min at RT. The polar phase (~500 μL) were transferred to a new reaction tube, and nucleic acids were precipitated by adding 2.5 volumes of 100% ethanol (−20 °C) and incubation for 30 min at −20 °C. Afterwards, precipitated DNA was pelleted at 11,000 × *g* for 10 min at 4 °C. The supernatant was discarded and 500 μL of 70% ethanol (−20 °C) were added to wash the precipitated DNA, followed by centrifugation at 11,000 × *g* for 10 min at 4 °C. The supernatant was discarded and the DNA pellet was dried at 55 °C until residual ethanol had evaporated. The DNA pellet was resuspended in 50 μL H2O. Raw sequencing reads were processed with Trimgalore for adaptor removal and quality filtering (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/ (Martin, 2011); and aligned to the TAIR10 reference genome using bwa (Li and Durbin, 2009). After BAM conversion and indexing with SAMtools (Li et al, 2009), SNPs in the *sgo1* alignment were called using bcftools (Li et al, 2009). The three alignments (*sgo1*, *sgo1*xCol-0 BCF2 with wild-type phenotype, *sgo1*xCol-0 BCF2 *sgo1* phenotype) were then compared and candidate SNPs identified in the region of interest on chromosome five determined by bulked segregant analysis. Only the SNPs in *AGO10*/*ZWILLE* co-segregated with the *sgo1* phenotype.

### Transcriptome profiling after CK treatment

Col-0 and *ago10-1* seeds were germinated on 1% sucrose, ½ MS plates. Six days after germination, seedlings were sprayed with 1 µM BAP (or left untreated) and after 2 h roots were cut 1–3 mm above root tip and immediately transferred to liquid Nitrogen. RNA extraction was performed using GeneMATRIX Universal RNA/ miRNA Purification Kit (Cat. No. E3599 Distributor Roboklon GmbH).

Reads were aligned with RNA STAR (Dobin et al, 2013), read counts were tallied with featureCounts (Liao et al, 2014) from the BAM files using TAIR10.42.gtf as gene annotation file. Differential gene expression was assessed by DESeq2 (Love et al, 2014). The heatmap was visualized with average normalized counts (logCPM) that were hierarchically clustered by complete linkage and Euclidean distance using heatmap.2 in gplots. Data have been deposited at GEO (https://www.ncbi.nlm.nih.gov/geo/) as GSE218342, reviewer access token: wtuzwsyyxpcnzmx.

### Expression analysis by QRT-PCR

Seeds were surface-sterilized with chloride gas, sown on nylon mesh placed on half-strength MS plates containing 0.8% Phyto agar, vernalised for 2 days at 4 °C in the dark and vertically grown under long-day conditions (16 h day/8 h night at 22 °C). About 5 cm long roots were cut by blade from 7-day-old seedlings, transferred to protoplast isolation solution (20 mM MES, 400 mM Mannitol, 20 mM KCl, 1.5% Cellulase, 0.4% Macerozyme, 10 mM CaCl_2_) for 15 min to release the root tip from the more mature part of the root at the transition to the elongation zone. Total RNA including miRNA were isolated from root tips with the miRNeasy Mini Kit (QIAGEN, Cat No. 217004) following the standard protocol. Transcript estimation was performed with by quantitative reverse-transcription polymerase chain reaction (qRT-PCR). RNA extractions of three biological replicates per genotype were DnaseI (Invitrogen)-treated to eliminate any residual DNA contamination. A total of 1 µg RNA per sample was reverse transcribed to cDNA according to the manufacturer’s instructions (AMV Reverse Transcriptase Native, EURX) using an oligodT primer. QRT-PCRs were run in a Rotor-Gene Q 2plex (Qiagen) cycler on diluted cDNA with four technical replicates and quantified in reference to ACT2. Sybr Green I nucleic acid gel stain (Sigma-Aldrich) was used for detection. Primer efficiency was determined from cDNA serial dilution series. Reactions were amplified at 95 °C initial denaturation for 6 min, then looped through 95 °C for 30 s, 59 °C and 72 °C for 30 s or 10 s for miRNA166 for 40 cycles. Melt curves were obtained from 55 to 95 °C incrementing 1 °C per step. The data were analysed with the 75 Rotor-Gene Q 2plex software and evaluated according to Muller et al (Muller et al, 2002). Statistics were performed according to Rieu and Powers (Rieu and Powers, 2009).

### Genotyping

The presence of the *sgo1* SNP in AGO10 was assessed with a derived cleaved amplified polymporphic sequence (dCAPS) marker (see Appendix Table S2 for oligo sequences). Mutant, but not wild-type amplicons can be cleaved with HindIII, resulting in fragments of 137 bp and 31 bp that were resolved on a 3% agarose gel. Genomic DNA for genotyping was extracted by grinding ~100 mg of leaf tissue in a homogenizer (Retsch mill, QIAGEN) for 30 s and 30 rpm. After addition of 250 μL of gDNA extraction buffer (150 mM Tris-HCl (pH 8), 250 mM NaCl, 25 mM EDTA 0.5% (w/v) SDS), samples were mixed and centrifuged for 15 min at 13,000 × *g* at room temperature. 150 μL of the supernatant were transferred to a 1.5 mL reaction tube and mixed with 150 μL isopropanol. Precipitated DNA was pelleted by centrifugation at 13,000 × *g* for 15 min at room temperature. The DNA pellet was washed with 500 µL of 70% ethanol and centrifuged for 5 min as above. The supernatant and residual ethanol was removed and the pellet was air-dried for 5 min before being dissolved in 40 µl of TlowE buffer (10 mM Tris-HCl (pH 8), 0.1 mM EDTA).

### Microscopy

For high-resolution confocal stacks, six-day-old seedlings were fixed in a solution containing paraformaldehyde and SCRI Renaissance 2200 (Renaissance Chemicals, North Duffield, UK) as described (Musielak et al, 2015). After washing in PBS twice, seedlings were transferred to ClearSee (Ursache et al, 2018; Kurihara et al, 2015) and additionally stained with 0.2% basic fuchsin directly in ClearSee if differentiated xylem was analysed. ClearSee solution was exchanged after a few days. For imaging, samples were in ClearSee in microscopy chambers and stacks of meristems or mature vasculature tissue were acquired with a Leica SP8 with ×63 glycerol objective. SCRI Renaissance 2200 fluorescence was excited with the 405 nm laser line, GFP with 488 nm, YFP with 514 nm, emission was collected between 425 and 475 nm (SCRI Renaissance 2200), 520 and 550 nm (GFP) and 530 and 580 nm (YFP). Stacks were processed with the resliced tool in Fiji and segmented at the indicated positions using CellSeT (Pound et al, 2012).

For pTCSn reporter imaging, longitudinal sections of six-day-old seedlings root meristems were acquired with a Leica SP5 microscope and a ×63 water objective. Venus fluorescence was recorded as described for YFP above, mCherry fluorescence was excited with the 561 nm laser and collected between 575 and 650 nm.

### EdU staining

Plate-grown seedlings were transferred to liquid half-strength MS medium supplemented with 10 µM EdU for the indicated times after which seedlings were either washed in liquid half-strength MS twice and incubated in fresh liquid half-strength MS without EdU or directly fixed in 4% para-Formaldehyde, 0.1% Triton X-100 in 1x PBS for 1 h (Yin and Tsukaya, 2016). After three washes in PBS, the click chemistry reaction was performed with the base-click EdU-Click 488 kit according to the manufacturer’s instructions. The seedlings were washed in PBS three times and transferred to ClearSee solution. Cell walls were stained with Calcofluor white (fluorescent Brightener 29, Sigma-Aldrich) in ClearSee according to Ursache et al (Ursache et al, 2018). Imaging of Alexa488-labelled nuclei was performed as described above for GFP, imaging of Calcofluor white-derived cell wall fluorescence as described above for SCRI Renaissance 2200.

### Western blotting

The inflorescence meristems of 40 plants per genotype (Col-0, *sgo1* and *ago10-1*) were ground to a fine powder under liquid nitrogen using a pre-cooled mortar and pestle. For the protein extraction, 150 mg of plant powder was weighed into a pre-cooled 1.5 ml Eppendorf tube and 600 μl of protein extraction buffer (0.7 M sucrose, 0.5 M Tris-HCl, pH 8.0, 5 mM NaEDTA, 0.1 M NaCl, 2& beta-mercaptoethanol, protease inhibitor cocktail) were added. After brief vortexing, the solution was incubated on a rotation wheel for 5 min at 4 °C. After spinning down the plant debris (10 min, 13,000 rpm, 4 °C) the supernatant (~400 μl) was transferred to a fresh tube. To precipitate the proteins one volume Chloroform, four volumes methanol and three volumes of ddH_2_O were added. After centrifugation (10 min, 10,000 rpm, 15 °C) the upper phase was removed, and 4 volumes Methanol were added. The precipitated proteins were then pelleted by centrifugation (15 min, 13,000 rpm, 15 °C) and as much liquid as possible was removed with a pipette before air drying the protein pellet. 75 μl of resuspension buffer (362.3 mM Tris-Hcl pH 8.0, 10% Glycerol, 3% SDS) were added, and the samples were incubated at 55 °C and strong shaking for 20 min to dissolve the pellet. The samples were resolved on a 7% SDS-PAGE and then blotted onto a PVDF membrane. The blot was then washed in TBS + 0.1% Tween buffer (TBS-T) for 5 min and blocked for 30 min with 5% milk powder dissolved in TBS-T. Afterwards, the membrane was washed thrice with TBS-T for 5 min before the primary anti-AGO10 antibody (Iki et al, 2018) (1:10,000 in 3% BSA dissolved in TBS-T) was added for overnight incubation at 4 °C. Then, the membrane was washed as before and was incubated with the secondary anti-rabbit-HRP antibody (Pierce, 1:5000 in 5% milk powder dissolved in TBS-T) for 1 h at room temperature. After washing the membrane as before, detection was carried out using the SuperSignal West Dura Extended Duration Substrate (Thermo Fisher). Chemiluminescence was detected using an Intas imaging system.

### Lugol staining experiment

Surface sterilized Col-0 and *sgo1* seeds were grown on ½ MS standard plates (1% Sucrose) and plates supplemented with 4.5% Sucrose in long-day conditions (16 h light/8 h dark at 22 °C). After 6 h in light or prolonged darkness (10 h), 6-day-old seedlings were incubated in Lugol solution (Sigma-Aldrich) for 30 s. The roots were then mounted in Clearing Solution (4:3:1 Chloralhydrate:H_2_O:Glycerol) and imaged using a Zeiss Imager M2 epi-fluorescence microscope (×20 objective, DIC). We quantified the number of cell files containing starch granules stained by Lugol solution in the root cap. If it contained stained starch granules, the detaching outermost layer of the root cap was counted as well, as we could not rule out its detachment due to sample handling.

## Supplementary information

Appendix

Dataset EV1

Movie EV1

Movie EV2

Movie EV3

Movie EV4

Movie EV5

Movie EV6

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Peer Review File

Expanded View Figures

## Data Availability

The datasets produced in this study are available at GEO as GSE218342.

# Supplementary material for: ARGONAUTE10 controls cell fate specification and formative cell divisions in the Arabidopsis root
**Source:** EMBO J. 2024 Apr 2;43(9):7. doi: 10.1038/s44318-024-00072-x
**Supplement:** Supplementary file 1 — Appendix

Appendix for **ARGONAUTE10 controls cell fate specification and formative cell divisions in the Arabidopsis root**

Nabila El Arbi, Ann-Kathrin Schürholz, Marlene U. Handl, Liese Schnurbusch, Alexei Schiffner, Inés Hidalgo Prados, Christian Wenzl, Xin’Ai Zhao, Jian Zeng, Jan U. Lohmann, Sebastian Wolf

Table of Content

Appendix Figures

**Appendix Figure S1.** <i>sgo1</i> is a recessive mutation.	p. 2
**Appendix Figure S2.** <i>sgo1</i> shows enhanced resistance to water-limited conditions.	p. 3
**Appendix Figure S3.** Starch accumulation as indicated by Lugol’s staining is not affected in AGO10 mutants.	p. 5

Appendix Tables

**Appendix Table S1.** Plant material used in this study.	p. 6
**Appendix Table S2.** Oligonucleotides used in this study.	p. 7
**Appendix Table S3.** GreenGate constructs	p. 10

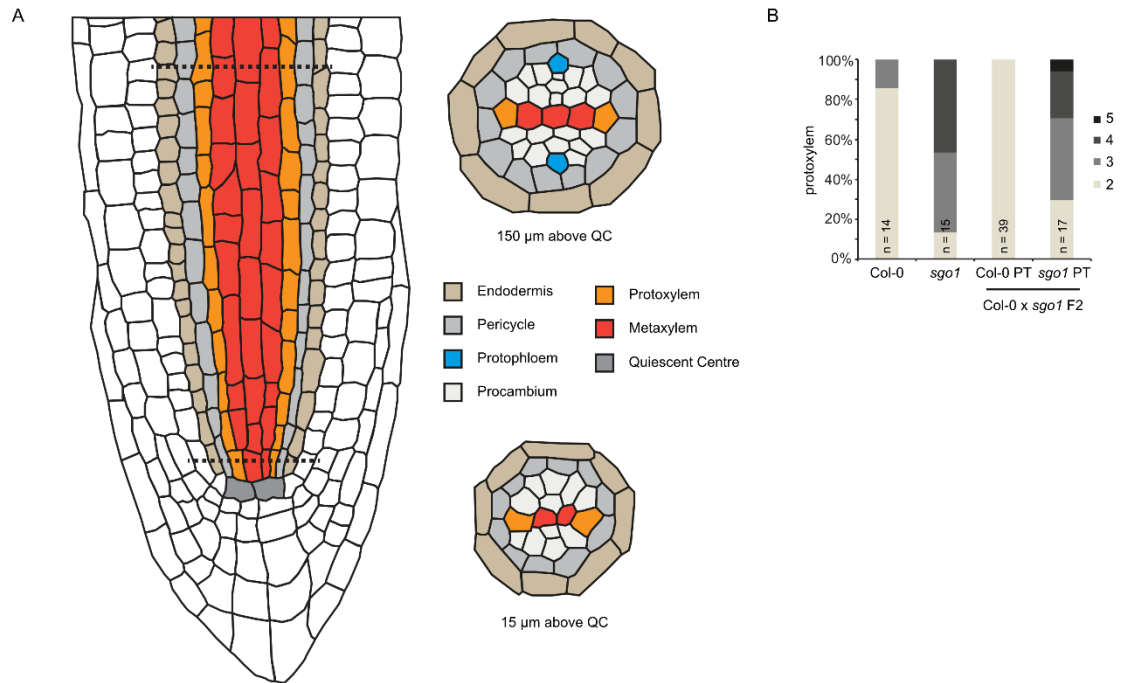

Appendix Figure S1. Related to Figure 1. *sgo1* is a recessive mutation. (A) Schematic representation of the Arabidopsis root meristem (left) and cross sections through the vascular cylinder and the endodermis 15 μ m and 150 μ m distance from the quiescent centre (QC, right). (B) Protoxylem quantification of Col-0, *sgo1* and segregation of protoxylem phenotype in F2 population derived from a cross between the two genotypes. Graph depicts frequency of roots with the indicated number of protoxylem cells. PT = phenotype.

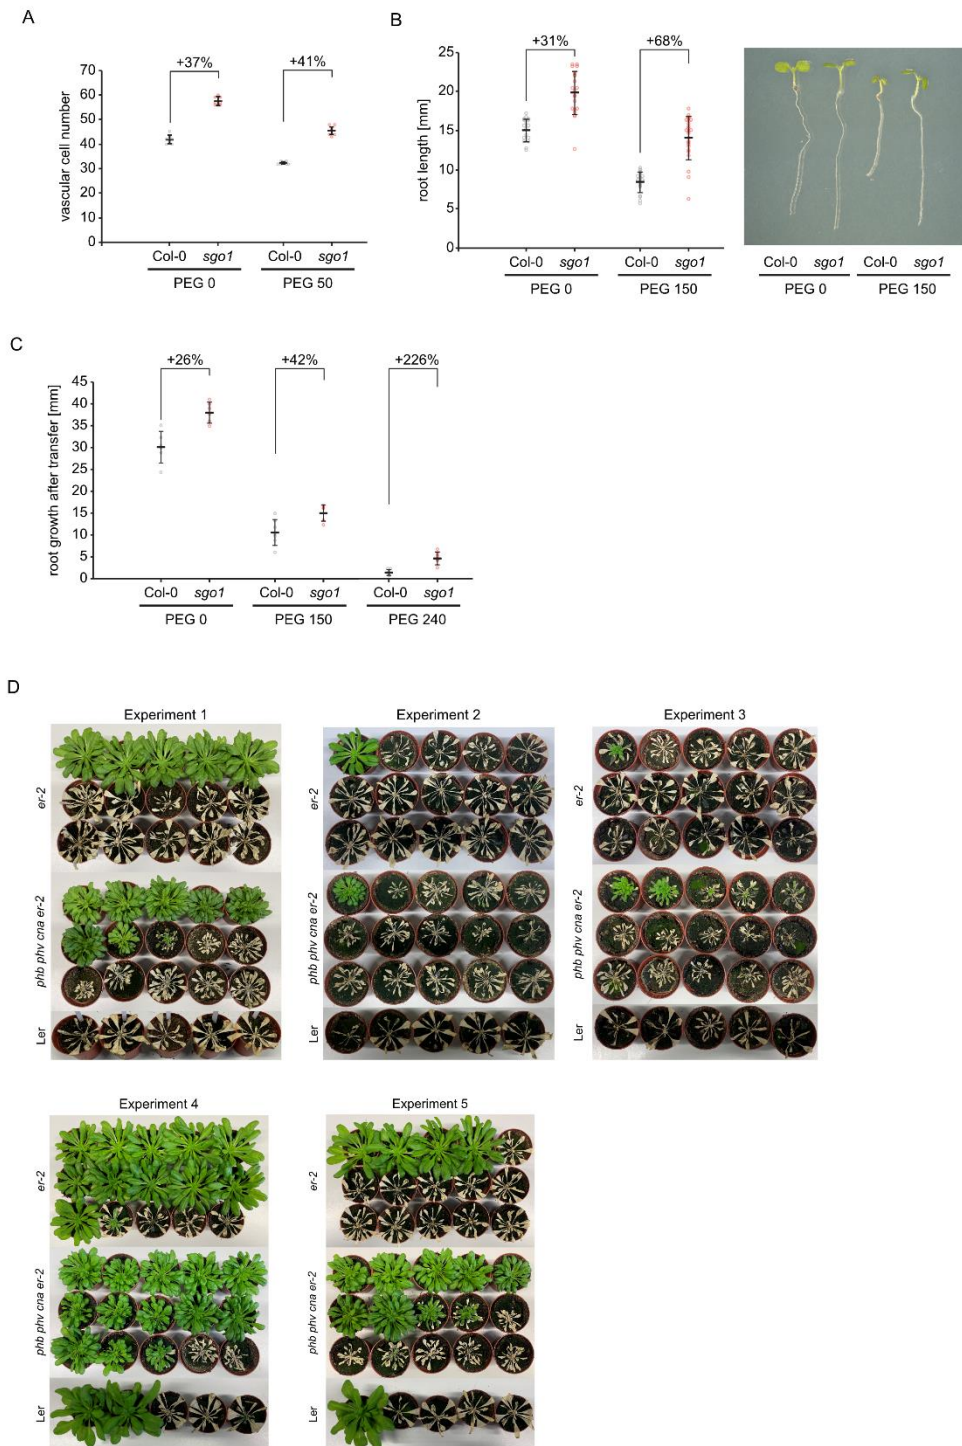

Appendix Figure S2. Related to Figure 6. *sgo1* shows enhanced resistance to water-limited conditions. (A) Meristematic vascular cell number 150 μ m from the QC of Col-0 and *sgo1* plants seven days after germination on control medium or medium simulating water

deficit by addition of 150 g/L PEG8000. Graph indicates mean $\pm$ s.d., individual data points are indicated. (B) Root length of plants grown on control medium of medium simulating water deficit by addition of 150 g/L PEG8000 at seven days after germination. Image depicts representative seedlings. Graph indicates mean $\pm$ s.d., individual data points are indicated. (C) Root growth 11 days after transfer of five-day old seedlings to medium infused with the indicated amount of PEG8000. Graph indicates mean $\pm$ s.d., individual data points are indicated. (D) *phb phv can* mutants show slightly increased survival in drought conditions. Watering of four-week-old plants was stopped for two weeks and then recommenced. Images were taken 10 days after initial re-watering. Plants were grown randomly dispersed in the same tray.

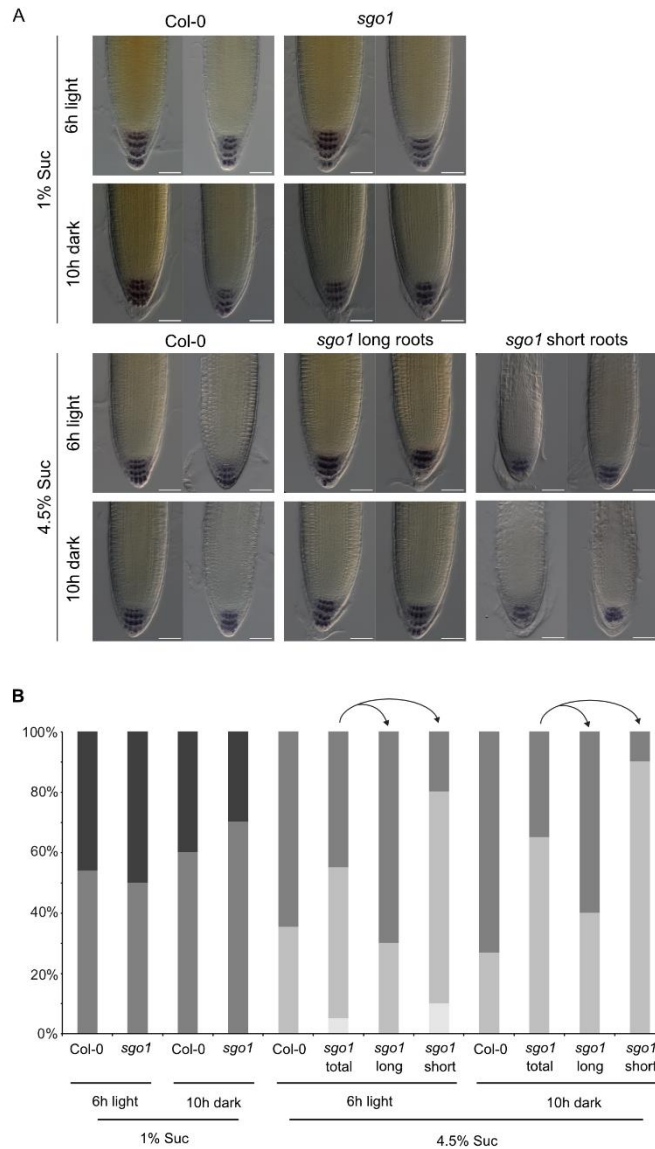

Appendix Figure S3. Related to Figure 6. Starch accumulation as indicated by Lugol's staining is not affected in AGO10 mutants. (A) Accumulation of starch granules in root tips of Col-0 and *sgo1* plants was visualized with Lugol staining after 6 hours of light exposure and directly before light exposure started in the morning of the sixth day after germination. (B) Quantification of cell layers with starch granules in roots grown in the indicated conditions.

Arabidopsis: Col-0 WT	
Arabidopsis: Ler	
Arabidopsis: <i>sgo1</i>	This study
Arabidopsis: <i>ago10-1</i>	Takeda et al., 2008
Arabidopsis: <i>phb-13</i>	Prigge et al., 2005
Arabidopsis: <i>phv-11</i>	Prigge et al., 2005
Arabidopsis: <i>cna-2</i>	Prigge et al., 2005
Arabidopsis: <i>phb-11 phv-13 cna-2</i>	Prigge et al., 2005
Arabidopsis: <i>pZLL-GFP</i>	Palovaara et al., 2017
Arabidopsis: <i>pAHP6:erGFP</i>	Mähönen et al., 2006
Arabidopsis: <i>pAHP6:erGFP (sgo1)</i>	This study
Arabidopsis: <i>pTMO5:NLS-3xGFP</i>	Schlereth et al., 2010
Arabidopsis: <i>pTMO5:NLS-3xGFP (sgo1)</i>	This study
Arabidopsis: <i>pDR5v2:erYFP</i>	Ma et al., 2019
Arabidopsis: <i>pDR5v2:erYFP (sgo1)</i>	This study
Arabidopsis: <i>pMIR165a:GFP</i>	Carlsbecker et al., 2010
Arabidopsis: <i>pTCSn:GFP-NLSm pUB10:RFP-NLS</i>	This study
Arabidopsis: <i>pTCSn:GFP-NLSm pUB10:RFP-NLS (sgo1)</i>	This study
Arabidopsis: <i>zll-3</i>	Moussian 1998

Appendix Table S1. Plant material used in this study.

Oligo name	Sequence	Purpose
CER448567_F	ATA GAA AGG TTT GAG GGG GC	Bulked segregant analysis
CER448567_R	TGC GAA GAA CCA CTA AAC CC	Bulked segregant analysis
F9L1_F	CTC GGA AAT TCT TAG CTT TC	Bulked segregant analysis
F9L1_R	TTA TAA CTT GCC CAA AGC GAA	Bulked segregant analysis
F1K23ind38_F	GGA TTG AAC ATA GGG AAG GGG	Bulked segregant analysis
F1K23ind38_R	GAT CTG TAT CTG AAA CCT GGG	Bulked segregant analysis
CER464787-Indel-44_F	TTT GAA CTA ACC TTC TGA GG	Bulked segregant analysis
CER464787-Indel-44_R	CAT GTT GAT GAT TCA ATT GC	Bulked segregant analysis
F6D8ind94_F	CCG TTA CCC CCA TAC GAA CG	Bulked segregant analysis
F6D8ind94_R	TCG TGA GGT TAT GCC GAT CC	Bulked segregant analysis
F5I14_F	CTG CCT GAA ATT GTC GAA AC	Bulked segregant analysis
F5I14_R	GGC ATC ACA GTT CTG ATT CC	Bulked segregant analysis
CER459153_F	TCG TGA CCA AAT CCT GAA CA	Bulked segregant analysis
CER459153_R	TGT CCA AGT AAT GCC GTG AG	Bulked segregant analysis
CER466780_F	GAA CCC TTA TAA TAT GGC TGG C	Bulked segregant analysis
CER466780_R	GGA AGT ATT CCC AAG ACA AGG	Bulked segregant analysis
MSAT2-36_F	GAT CTG CCT CTT GAT CAG C	Bulked segregant analysis
MSAT2-36_R	CCA AGA ACT CAA AAC CGT T	Bulked segregant analysis
F3N11_F	GTT AAA GCG AGG ACG ATT GG	Bulked segregant analysis
F3N11_R	AGA TAC TGT CGC CAT CAA GG	Bulked segregant analysis
T2P4_F	ACT AGT CCC ACT GTC GAT C	Bulked segregant analysis
T2P4_R	GTT ACT TCG TAA GTC CCT AC	Bulked segregant analysis
MSAT2-9_F	TAA AAG AGT CCC TCG TAA AG	Bulked segregant analysis
MSAT2-9_R	GTT GTT GTT GTG GCA TT	Bulked segregant analysis
nga172_F	AGC TGC TTC CTT ATA GCG TCC	Bulked segregant analysis
nga172_R	CAT CCG AAT GCC ATT GTT C	Bulked segregant analysis
CER455386_F	CTC TTT TGG CTC GGA CAA G	Bulked segregant analysis
CER455386_R	GTT GTA ATC GGG AAA ATG C	Bulked segregant analysis
CER455914_F	GGA GCA GAG AAA GAG AC	Bulked segregant analysis
CER455914_R	GAG GAA GGA CAA CAT GGC	Bulked segregant analysis
CER456071-Indel-35_F	AGC CAT AGG TAA TGT CCA CG	Bulked segregant analysis
CER456071-Indel-35_R	CTC GCG GAT GAG TAT CAT CC	Bulked segregant analysis

CER470441_F	GCT AAC AGG GAT ATC AAA TGT GC	Bulked segregant analysis
CER470441_R	CGG ACG AGC TGA CAC TTG TA	Bulked segregant analysis
CER470172_F	GTA AAA CTC CTC CTC TGG GG	Bulked segregant analysis
CER470172_R	TGT AAT CGT GGC GGA ACG GG	Bulked segregant analysis
CER459609_F	TCG CTT TTG AAG ATT TGT GC	Bulked segregant analysis
CER459609_R	GGG AGC TTC TCA GTG GTC TG	Bulked segregant analysis
nga8_F	GAG GGC AAA TCT TTA TTT CGG	Bulked segregant analysis
nga8_R	TGG CTT TCG TTT ATA AAC ATC C	Bulked segregant analysis
FCA0ind25_F	AAG CCA ACT ATT GCC AAG GG	Bulked segregant analysis
FCA0ind25_R	TCA CTG CCC TTT ACT CCG GT	Bulked segregant analysis
F7J7-47_F	TGG TGA AGA GCT TAG TTG ATG A	Bulked segregant analysis
F7J7-47_R	TCA CTA GAT ATC TCT AGT GGC T	Bulked segregant analysis
CER451534_F	AGC TAC GGT GGA GTG TAA TTT CGT	Bulked segregant analysis
CER451534_R	GCT GAT ACT TGC TTT CGC TTT GCA G	Bulked segregant analysis
CER459444_F	AGT AGC ATC GTA GCT CCT AGG	Bulked segregant analysis
CER459444_R	GTT GTA TAC GTG CAC GTT CCC	Bulked segregant analysis
CER456519_F	TGC TAA AAT ATA AAA CTT CC	Bulked segregant analysis
CER456519_R	TTA TGC AGA TGT ATG AGG CC	Bulked segregant analysis
nga151_F	GTT TTG GGA AGT TTT GCT GG	Bulked segregant analysis
nga151_R	CAG TCT AAA AGC GAG AGT ATG ATG	Bulked segregant analysis
nga139_F	GGT TTC GTT TCA CTA TCC AGG	Bulked segregant analysis
nga139_R	AGA GCT ACC AGA TCC GAT GG	Bulked segregant analysis
T26D22-IND52/CER459812_F	TCC CAC GAA GAG AGA AGT GC	Bulked segregant analysis
T26D22-IND52/CER459812_R	CTA TTT GCT TAT GAA GGT GTC C	Bulked segregant analysis
CER456772_F	CCA TGT GAC ATG CAC TTA CAC	Bulked segregant analysis
CER456772_R	ACC ATT CTC TAC CAC TCC AC	Bulked segregant analysis
K6M13ind33/CER454758_F	ATA GAT GAG ATC CAC TTG CC	Bulked segregant analysis
K6M13ind33/CER454758_R	ACA AAC TGT TGC TGT GGG AG	Bulked segregant analysis
MBK5ind35/CER455203_F	ATT CTC GGA CCA GGC TTC AT	Bulked segregant analysis
MBK5ind35/CER455203_R	AAA GAA CAG CTA CTG CGT GC	Bulked segregant analysis
nga151_R	CAG TCT AAA AGC GAG AGT ATG ATG	Bulked segregant analysis
nga139_F	GGT TTC GTT TCA CTA TCC AGG	Bulked segregant analysis
nga139_R	AGA GCT ACC AGA TCC GAT GG	Bulked segregant analysis

T26D22-IND52/CER459812_F	TCC CAC GAA GAG AGA AGT GC	Bulked segregant analysis
T26D22-IND52/CER459812_R	CTA TTT GCT TAT GAA GGT GTC C	Bulked segregant analysis
At5g43810_sgo1_dCAPS_F	GTTTCCAGTAGATGAGAACTG	dCAPS marker (HindIII)
At5g43810_sgo1_dCAPS_R	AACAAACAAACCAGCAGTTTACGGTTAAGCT	dCAPS marker (HindIII)
At5g47720_Col_dCAPS_F	CTGGGATTAGATCCTgtaagtc	dCAPS marker (HinfI)
At5g47720_Col_dCAPS_R	CCCAATGGATGTCCCAGTGAAACAGCGACT	dCAPS marker (HinfI)
At5g51560_CAPS_F	ctctcgaggcaaatgtgtaat	CAPS marker (XmnIII)
At5g51560_CAPS_R	AGGGTTGAAGAAATGACATCC	CAPS marker (XmnI)
qPHB-F	CTTTGGTAGTGGCGTGCTTT	qRT-PCR
qPHB-R	GCCCATTCAGATCGGTGTTC	qRT-PCR
qPHV-F	CCAAGATCATGCAGCAGGGA	qRT-PCR
qPHV-R	CGCTTGCTCATACGAAACCG	qRT-PCR
qCNA-F	AGAATGTTCTCCGGCGATC	qRT-PCR
qCNA-R	TGCCCTCCAAATCCTCCAAC	qRT-PCR
qPri-MIR166b-F	TGTCTGGCTCGAGGACTCTT	qRT-PCR
qPri-MIR166b-R	TCCGACGACACTAAAACCCT	qRT-PCR
qmiR166-F	TCGCTTCGGACCAGGCTTCA	qRT-PCR
qmiR166-R	GTGCAGGGTCCGAGGT	qRT-PCR
miR166stem-loop	GTCGTATCCAGTGCAGGGTCCGAGG<br>TATTCGCACTGGATACGACGGGGAA	Stem-loop RT primer
ACT2-F	CTAAGCTCTCAAGATCAAAGGCTTA	qRT-PCR
ACT2-R	ACTAAAACGCAAAACGAAAGCGGTT	qRT-PCR
A04555	AACAGGTCTCCGGCTAAAAGCTTGACTAGT<br>CAAAGATC	Cloning of pGGA043 (pTCSn)
A04630	AAC AGG TCT CaT GTT TCT CCA AAT GAA ATG<br>AAC TTC	Cloning of pGGA043 (pTCSn)
A03821	AAC AGG TCT CAA ACA ATG GTG AGC AAG<br>GGC GAG	Cloning of pGGB007
A02228	AAT TCG GTC TCA AGC CAG CAA TTG CTG CGG<br>CAG C	Cloning of pGGB007
A02530	AAC AGG TCT CAG GCT CCA TGG TGA GCA<br>AGG GCG AGG A	Cloning of pGGC023
A02531	AAC AGG TCT CAC TGA CTT GTA CAG CTC GTC<br>CAT G	Cloning of pGGC023

Appendix Table S2. Oligonucleotides used in this study.

**pCW178**	**pTCSn:2xVenus-NLS**		
pGGA043	pTCSn	A04555	A04630
pGGB007	Venus-linker	A03821	A02228
pGGC023	Venus	A02530	A02531
pGGD007	Linker-NLS	Lampropoulos et al., 2013	
pGGE001	<i>RBCS</i> terminator	Lampropoulos et al., 2013	
pGGF001	pMAS:BastaR:tMAS	Lampropoulos et al., 2013	
pGGZ0003	destination vector	Lampropoulos et al., 2013	
**pCW066**	**pUBQ10:3xmCherry-NLS**		
pGGA006	UBQ10<br>(At4g05320)promoter	Lampropoulos et al., 2013	
pGGB003	B-Dummy	Lampropoulos et al., 2013	
pGGC026	3xmCherry	Lampropoulos et al., 2013	
pGGD007	Linker-NLS	Lampropoulos et al., 2013	
pGGE009	UBQ10 terminator	Lampropoulos et al., 2013	
pGGF007	pNOS:KanR:tNOS	Lampropoulos et al., 2013	
pGGZ003	destination vector	Lampropoulos et al., 2013	

Appendix Table S3. Overview of constructs generated with GreenGate cloning (Lampropoulos et al., 2013)

# Supplementary material for: ARGONAUTE10 controls cell fate specification and formative cell divisions in the Arabidopsis root
**Source:** EMBO J. 2024 Apr 2;43(9):7. doi: 10.1038/s44318-024-00072-x
**Supplement:** Supplementary file 3 — Movie EV1

Movie EV1. 3D reconstruction of a Col-0 plant imaged after an EdU-free period of 6 hours following a 40-minute EdU pulse.

# Supplementary material for: ARGONAUTE10 controls cell fate specification and formative cell divisions in the Arabidopsis root
**Source:** EMBO J. 2024 Apr 2;43(9):7. doi: 10.1038/s44318-024-00072-x
**Supplement:** Supplementary file 4 — Movie EV2

Movie EV2. 3D reconstruction of a *sgo1* plant imaged after an EdU-free period of 6 hours following a 40-minute EdU pulse.

# Supplementary material for: ARGONAUTE10 controls cell fate specification and formative cell divisions in the Arabidopsis root
**Source:** EMBO J. 2024 Apr 2;43(9):7. doi: 10.1038/s44318-024-00072-x
**Supplement:** Supplementary file 5 — Movie EV3

Movie EV3. 3D reconstruction of a*TMO5:NLS-3xGFP* root showing the typical reporter expression mostly confined to five xylem precursor cells.

# Supplementary material for: ARGONAUTE10 controls cell fate specification and formative cell divisions in the Arabidopsis root
**Source:** EMBO J. 2024 Apr 2;43(9):7. doi: 10.1038/s44318-024-00072-x
**Supplement:** Supplementary file 6 — Movie EV4

Movie EV4. 3D reconstruction of the *TMO5:NLS-3xGFP* signal in an *sgo1* root, displaying expanded reporter expression compared to Col-0.

# Supplementary material for: ARGONAUTE10 controls cell fate specification and formative cell divisions in the Arabidopsis root
**Source:** EMBO J. 2024 Apr 2;43(9):7. doi: 10.1038/s44318-024-00072-x
**Supplement:** Supplementary file 7 — Movie EV5

Movie EV5. 3D reconstruction of the *pTCSn:2xVenus-NLS* reporter signal in the Col-0 background.

# Supplementary material for: ARGONAUTE10 controls cell fate specification and formative cell divisions in the Arabidopsis root
**Source:** EMBO J. 2024 Apr 2;43(9):7. doi: 10.1038/s44318-024-00072-x
**Supplement:** Supplementary file 8 — Movie EV6

Movie EV6. 3D reconstruction of the *pTCSn:2xVenus-NLS* reporter signal in the *sgo1* background.

# Supplementary material for: ARGONAUTE10 controls cell fate specification and formative cell divisions in the Arabidopsis root
**Source:** EMBO J. 2024 Apr 2;43(9):7. doi: 10.1038/s44318-024-00072-x
**Supplement:** Supplementary file 16 — Expanded View Figures

Expanded View Figures

Figure EV1. Related to Fig. 4. *SGO1* encodes *AGO10*, which is essential for root vascular patterning in Col-0 and Ler.

(A) Basic fuchsin staining of lignified xylem cells in *Ler* and the *AGO10* mutant *zll-3*. Upper panels are xy projections of a confocal stack, lower panels optical xy sections through the same stack. Asterisks denote cells with protoxylem differentiation, arrows point to ectopic xylem strands. Scale bar = 25 μ m. (B–D) Frequency of roots with the indicated number of protoxylem (B), metaxylem (C) or total xylem (D) cells in *Ler* and *zll-3*. Asterisks indicate statistically significant difference from Col-0 based on Mann–Whitney U test (** $P < 0.01$, * $P < 0.05$). (C) Quantification of vascular cell number in cross section of confocal stacks at 15 μ m, 22 μ m, and 150 μ m distance from the quiescent centre (QC) cells in *Ler* and *zll-3* meristems. Graph depicts means $\pm$ s.d. and individual data ($n = 10$ –12). Letters in graph indicate statistically significant differences based on Tukey's post hoc test after one-way ANOVA. (D) Frequency of roots with the indicated protoxylem cell number in *Ler*, *sgo1* and F1 plants of the indicated crosses, demonstrating that *zll-3* and *sgo1* are allelic to each other. Asterisks indicate statistically significant differences from *Ler* based on Dunn's post hoc test with Benjamini–Hochberg correction after Kruskal–Wallis modified U test (** $P < 0.01$). (E) Immunodetection of *AGO10* in Col-0, *sgo1*, and *ago10-1*. Lower panel depicts the Ponceau-stained membrane for loading control.

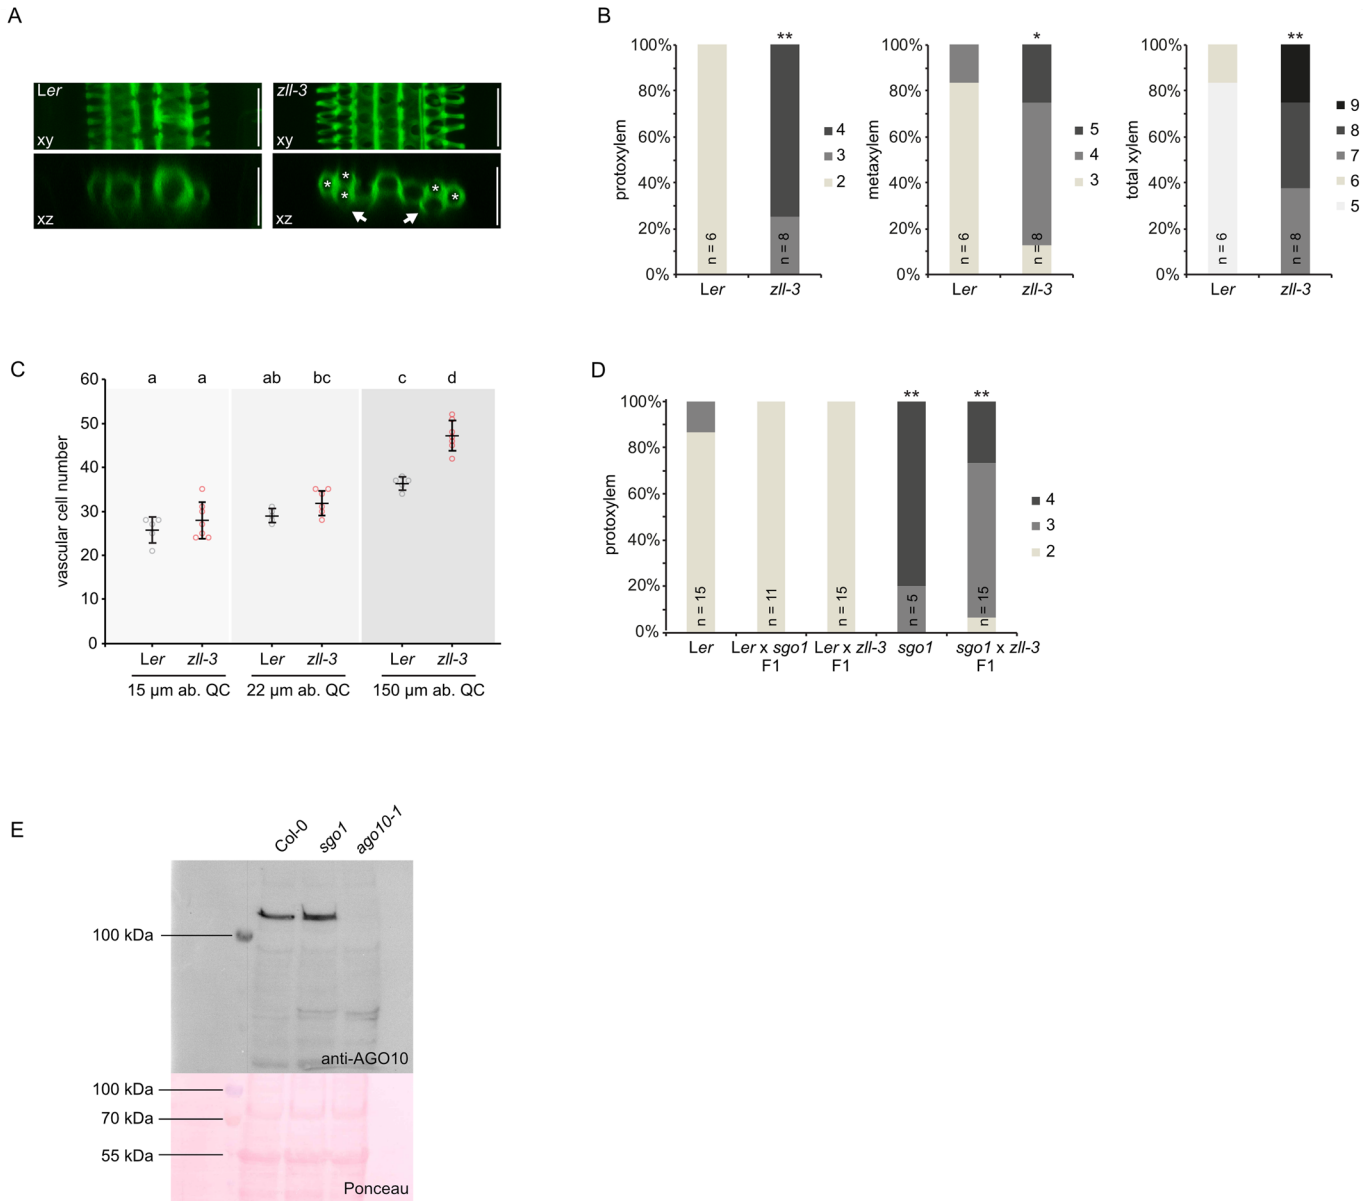

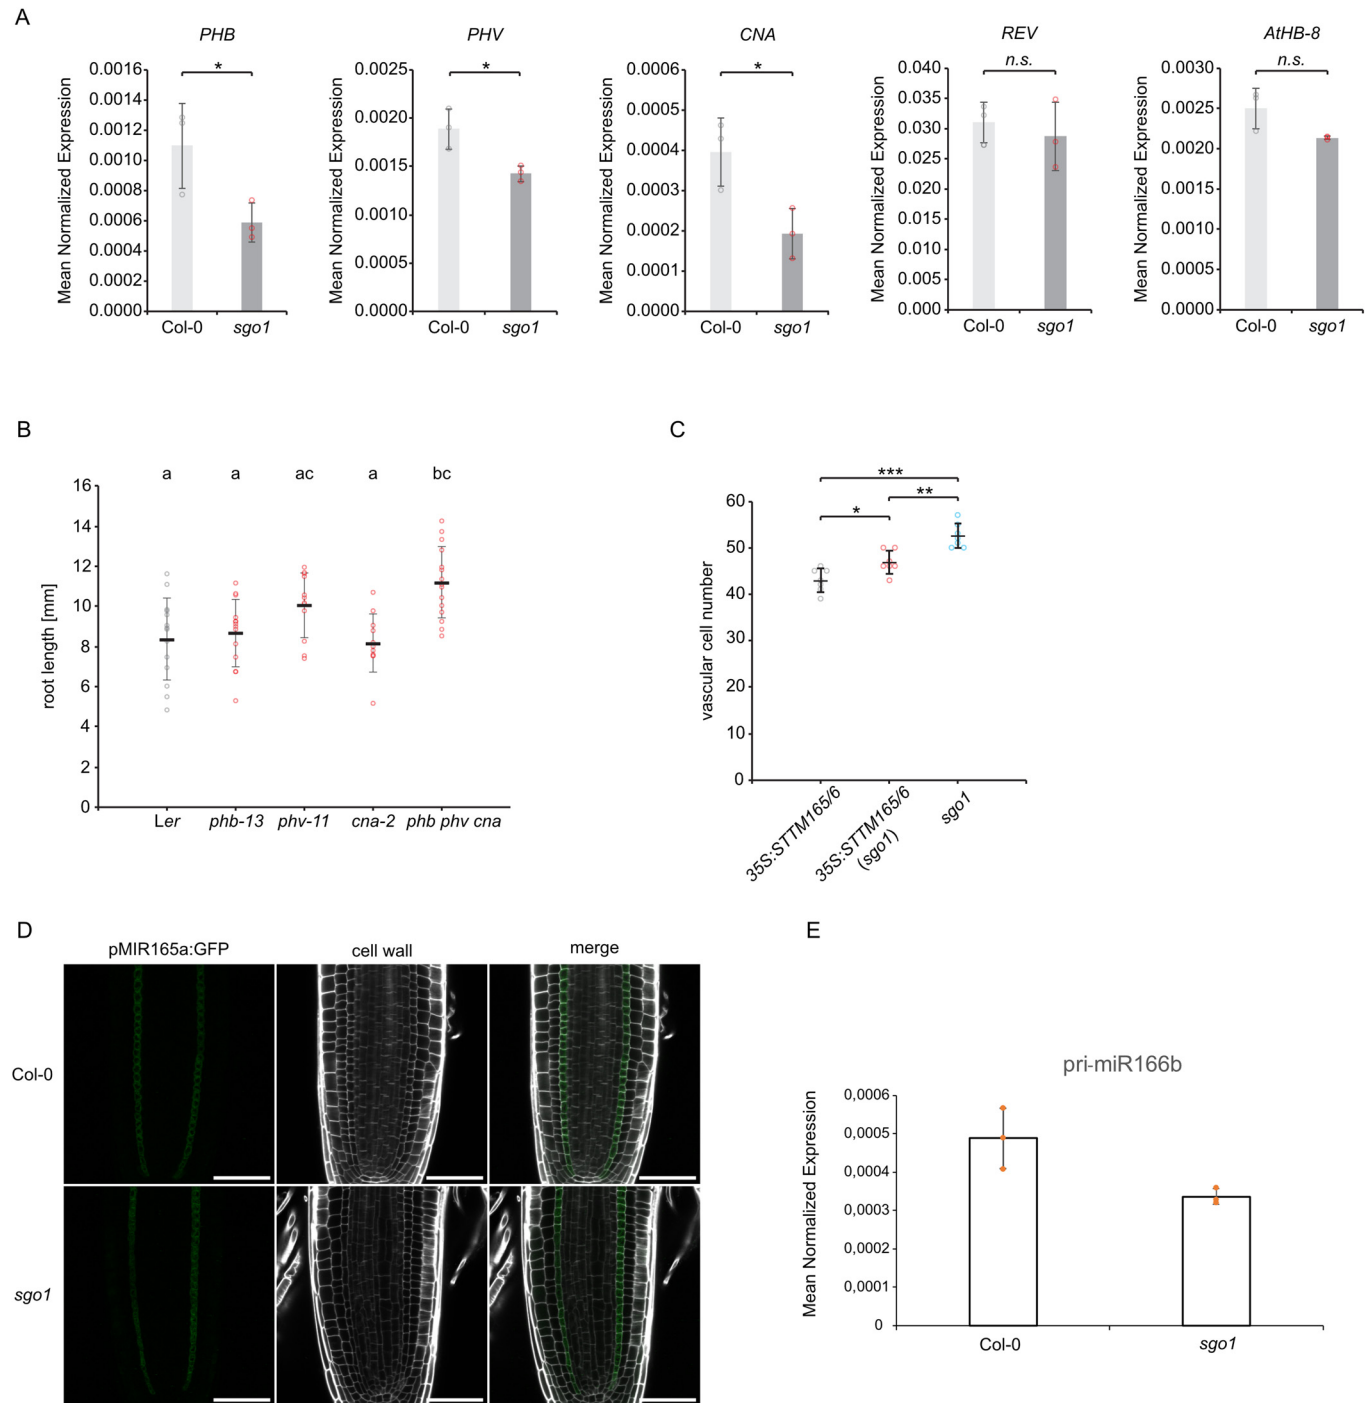

Figure EV2. Related to Fig. 4. AGO10 is required for HD-ZIP III-mediated vascular patterning.

(A) Quantitative real-time reverse transcribed PCR (qRT-PCR) analysis indicates reduced HD-ZIP III transcript abundance in *sgo1*. Bars indicate average of Mean normalized expression (MNE) values from three independent biological replicates $\pm$ s.d., individual data points are indicated. Asterisks denote statistically significant differences based on a two-tailed student's t-test of log2-transformed MNE values according to Rieu and Powers (Rieu and Powers, 2009). (B) Root length quantification of *Ler*, *phb-13*, *phv-13*, *cna-2*, and *phb phv cna* 7 days after germination. Graph denotes means $\pm$ s.d., individual data points are indicated. Letters indicate statistically significant differences based on Tukey's post hoc test after one-way ANOVA. (C) Quantification of vascular cell number in 35S:STTM165/6 expressing a miR165/6 target mimic, *sgo1*, and the target mimic line in the *sgo1* background. Asterisks indicate statistically significant difference based on Tukey's HSD test following one-way ANOVA with (*** $P < 0.001$, ** $P < 0.01$, * $P < 0.05$). $n = 7$. (D) Expression pattern of the pMIR165a:GFP reporter is not altered in the *sgo1* background. Scale bars = 50 μ m. (E) Levels of the pri-miR165/6 transcripts are not significantly altered in the *sgo1* background. QPCR results with a primer pair binding all pri-miR transcripts are shown. Bars indicate average of Mean normalized expression values from three independent biological replicates $\pm$ s.d., individual data points are indicated.

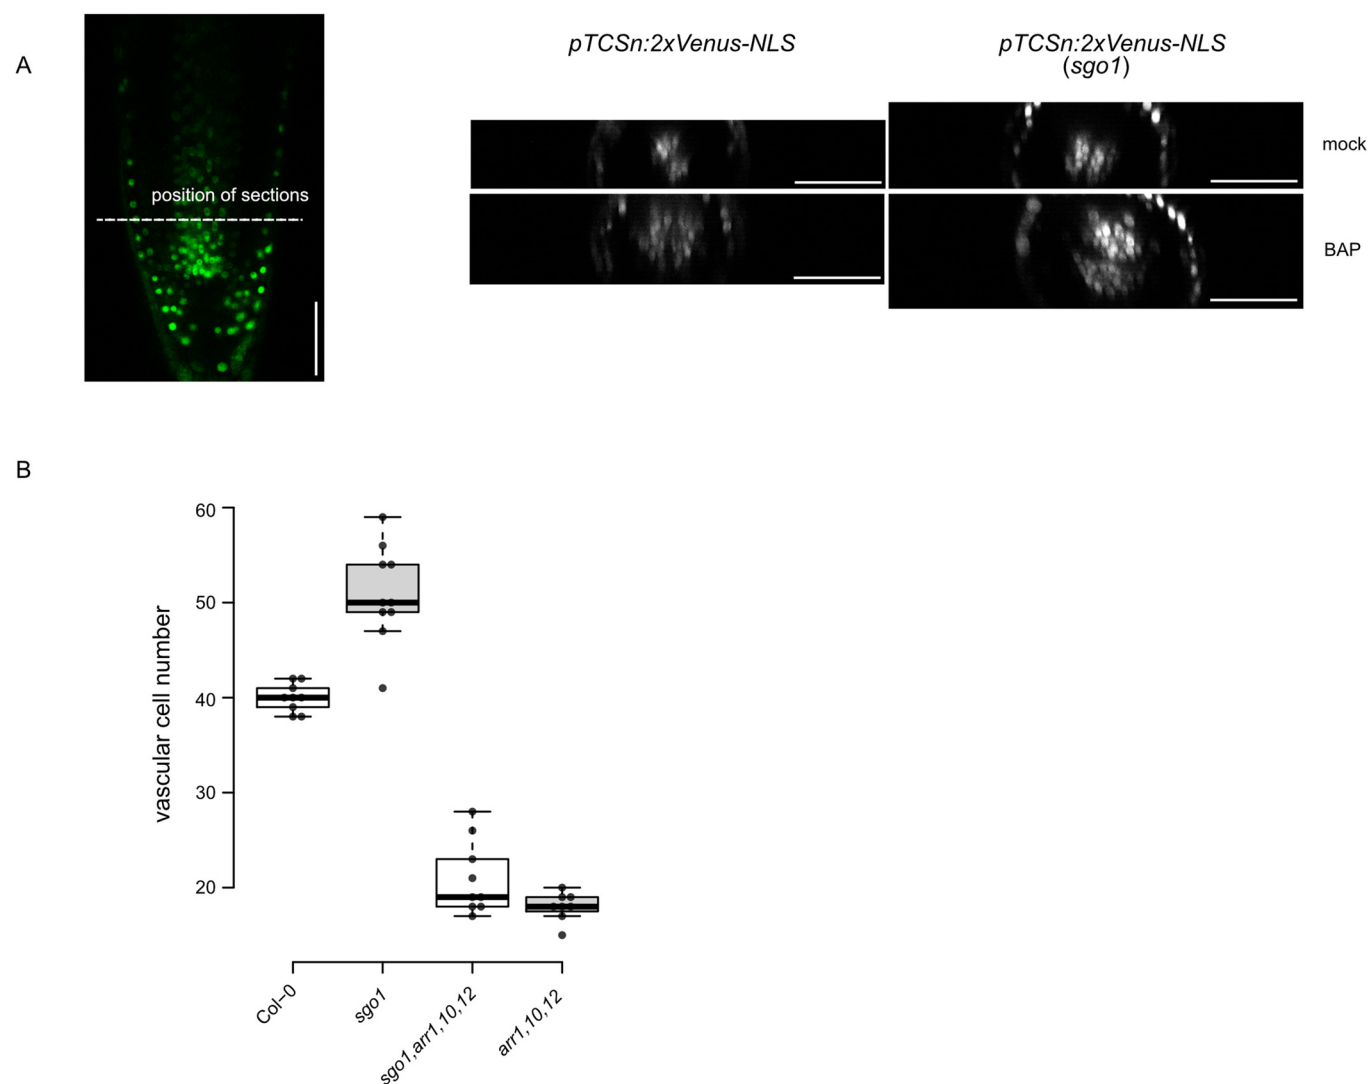

Figure EV3. Related to Fig. 5. Increased vascular cell numbers in *sgo1* depend on intact cytokinin signalling.

(A) Confocal sections of *pTCSn:2xVenus-NLS pUB10:3xmCherry-NLS* marker line after mock treatment or after growth on medium supplemented with 0.1 μ M BAP. Scale bar = 50 μ m. (B) Lesion of three of the main type-B ARR CK response regulators, ARR1, ARR10, and ARR12 (Argyros et al, 2008), results in a dramatic reduction of vascular cell numbers in both the Col-0 and *sgo1* background, respectively. Box plots depict median and upper and lower quartile (boxes), average (cross) and data range (whiskers), excluding outliers, of root length under the indicated conditions, dots represent individual data points. $n = 8-10$.

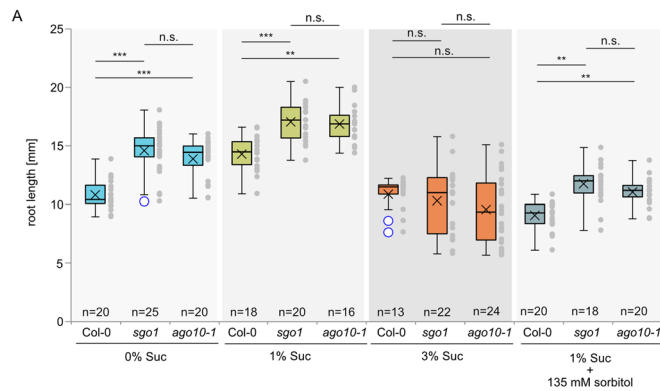

Figure EV4. Related to Fig. 6. AGO10 is required for phenotypic robustness.

(A) Root length of Col-0, *sgo1*, and *ago10-1* at 6DAG under the indicated conditions. Box plots depict median and upper and lower quartile (boxes), average (cross) and data range (whiskers) of root length under the indicated conditions, dots represent individual data points. Asterisks indicate statistically significant difference based on Tukey's HSD test following one-way ANOVA with (*** $P < 0.001$, ** $P < 0.01$, n.s. = not significant). Significance differences are only indicated within a given condition.

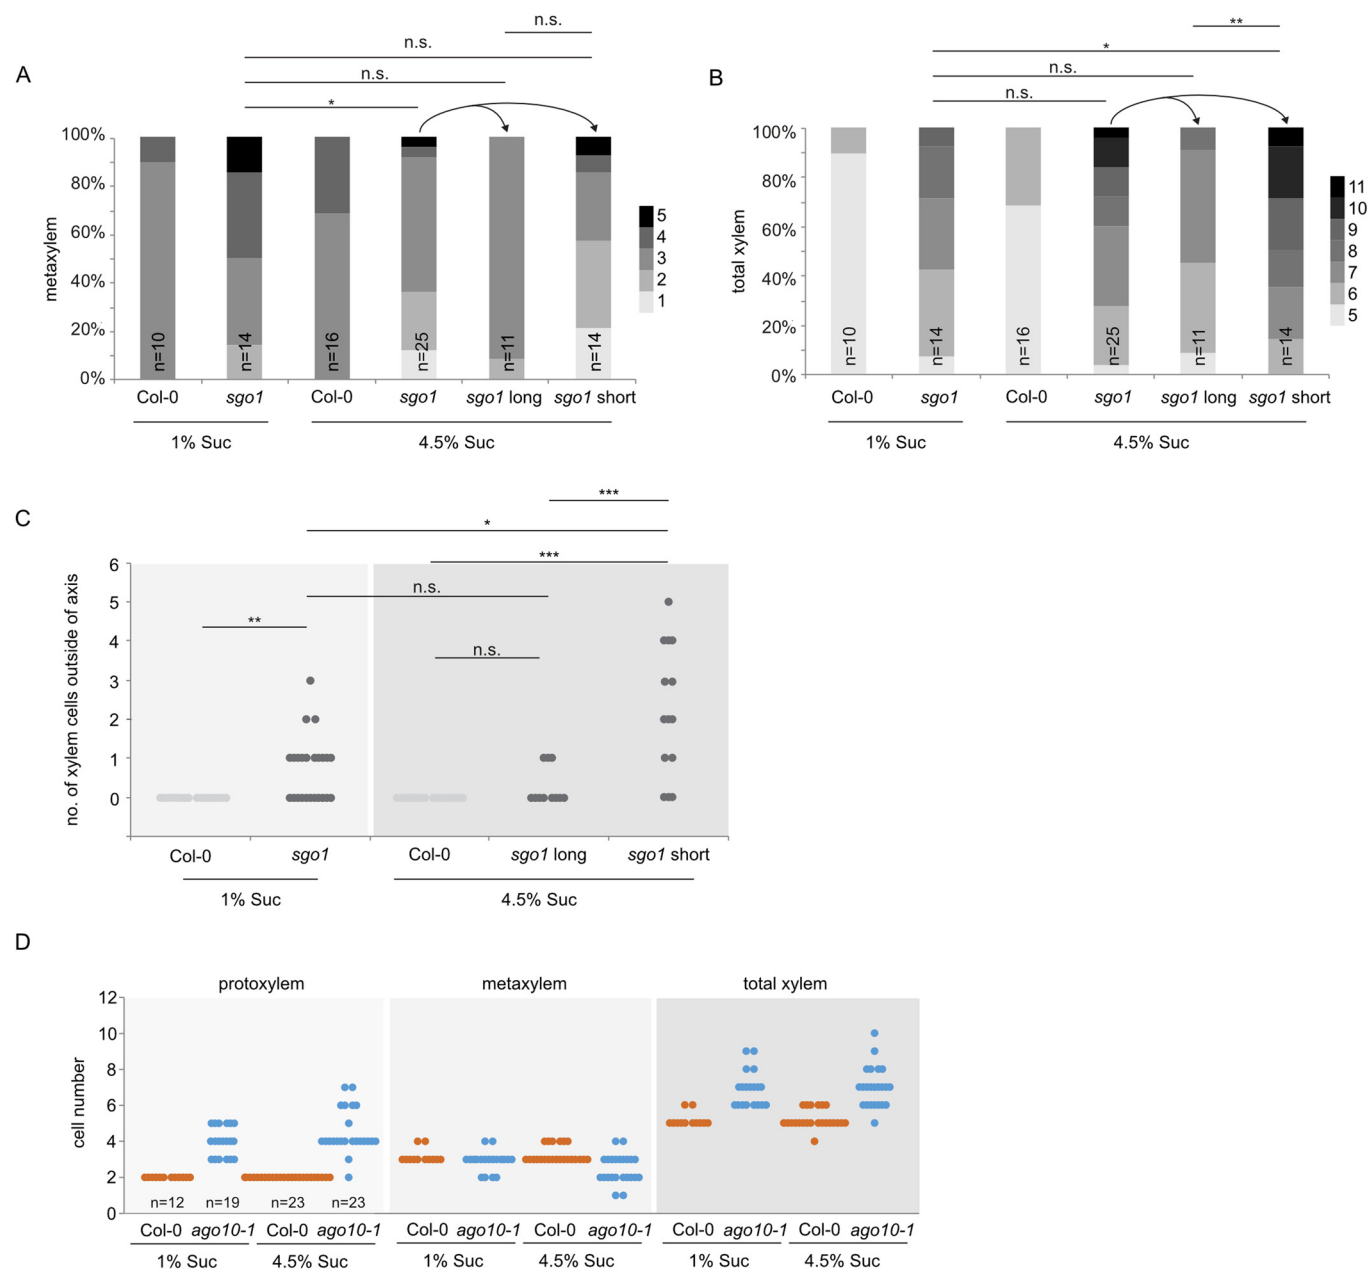

Figure EV5. Related to Fig. 6. AGO10 is required for phenotypic robustness.

(A, B) Frequency of roots with the indicated number of metaxylem (A) and total xylem (B) of Col-0 and *sgo1* grown on 1% or 4.5% sucrose. Short and long *sgo1* roots on 4.5% sucrose are depicted separately and combined. Asterisks indicate statistically significant difference based on Mann-Whitney U test (** $P < 0.01$, * $P < 0.05$, n.s. = not significant). (C) Plot of individual roots grown under the indicated conditions according to the number of ectopic xylem cells differentiating outside of the xylem axis, i.e. in procambial position. Asterisks indicate statistically significant differences based on Dunn's post hoc test with Benjamini-Hochberg correction after Kruskal-Wallis modified U test (*** $P < 0.001$, ** $P < 0.01$, * $P < 0.05$, n.s. = not significant). (D) Plot of differentiated xylem cell number of Col-0 and *ago10-1* roots grown under the indicated conditions.

How the deposited data were processed for this re-analysis (not part of the article)

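Gene expression was measured by RNA sequencing in Arabidopsis root tips of Col-0 and ago10-1 with and without BAP, in 12 libraries, 3 in each of 4 groups. The paper's methods give seedlings 6 days after germination, sprayed with 1 µM BAP or left untreated, and root tips cut off after 2 h, with the cut 1 to 3 mm above the tip. The sample labels call the untreated plants mock and give 50 mg of root tips of 1 mm. The authors aligned the reads with STAR, counted them per gene of the TAIR10 annotation with featureCounts and normalized the counts with DESeq2. The paper's text and the labels give no strandedness of the libraries, no hour of harvest and no batch.
The signal deposited by the authors is a table of normalized counts, that is reads per gene divided by DESeq2's size factor of the library, for 32833 genes and 12 libraries. This was checked by recovering a factor per library that makes the values whole numbers, which held for 100% of the values at a tolerance of 1e-06. The deposited values were used as they are, and the recovered reads served for the alternatives with count tools and for the depth. Gene IDs were paired with locus tags of the RefSeq annotation (32548 of 32833), and 10804 carry a symbol of their own there. Of the 460 coordinates listed in Dataset EV1, 458 equal those of the reference, so coordinates are on TAIR10. A pair of Col-0 mock columns carry the same heading. Their group is certain, their replicate number is not, and they are called library A and library B.
Reads on genes ranged from 19394256 to 34899796 per library (median 23987382). The 10 genes with the most reads took 2.75% to 3.37% of them. Between replicates of a group the counts differed by more than counting noise (chi-square per gene 14.0 to 178), and the SDs and standard errors printed are those between libraries.
Each comparison was fitted with limma (limma-trend, two-sided, moderated by empirical Bayes) on log2 of the normalized count plus 1, with its own 6 libraries, over the 19206 genes with a mean of at least 10 normalized counts over all 12 libraries. The comparisons were BAP against mock in each genotype, ago10-1 against Col-0 in each treatment, and the interaction of genotype and treatment over all 12 libraries. Genes with an unadjusted p under 0.01, the paper's threshold, are called higher or lower, and counts with a Benjamini-Hochberg adjusted p under 0.05 stand beside them. On simulated data with 200 changed genes, 1.5-fold changes were called in 31.3% (Col-0) and 25.4% (ago10-1) of cases after BAP, 4-fold changes in 97.0% and 98.5%, and 4-fold differences of the responses in 92.4%. Of the unchanged genes, 0.947% (Col-0), 1.03% (ago10-1) and 1.14% (difference of the responses) were called. The simulation drew genes independently, with the same spread in each group, and changed only genes with a mean of at least 50. The real fits called, in this order, 29, 109 and 4 genes, fewer than the 192 that chance alone would give. They hold no term for the replicate number, so differences between replicates count as error, which can lower these counts. With the replicate number as a block 979 genes were called in ago10-1. With replicate 1 set against replicates 2 and 3, chosen after seeing the data, the counts were 67, 422 and 12. The simulated shares may therefore not hold for the real fits.
The overlap of the BAP calls was tested with a one-sided Fisher's exact test over the genes tested, beside the overlap of independent lists. The stronger response was counted as the share of genes called in either genotype with the larger absolute log2 fold change in ago10-1, without a test over genes, which are not independent. The AGO10 transcript was tested with an exact permutation test of 3 libraries against 3. In all, 27 lists of genes were tested with limma's camera at its preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists, and beside it with an estimated correlation and with fry. The lists, the tests, the first group of alternatives below and the rule for naming genes were chosen before the data were examined. The jasmonate, wound, flavonoid, phenylpropanoid, glutathione transferase, sulfate, cold, light, phloem, ethylene and root hair lists were drawn up after some of their members had been seen in Dataset EV1 and are not independent of these samples.
Genes named in the text are, per comparison, the 6 with the largest change in each direction among those called with a mean of at least 50 and groups that do not overlap (this last condition not for the interaction), genes with an adjusted p under 0.05 (up to 15), the genes the paper names, up to 4 members of each list with the smallest p, and the 5 of smallest p in each comparison of Dataset EV1, whose values were seen before. Genes outside this rule are named as chosen after their values were seen, or because a count of shared genes is listed.
Whether equal replicate numbers mark samples handled together was checked by correlating the deviations of libraries from their group means across genes, which are not independent replicates. Between ago10-1 mock and ago10-1 BAP these correlations were 0.406 to 0.670 for equal numbers and -0.559 to 0.324 for unequal ones. Between Col-0 BAP and ago10-1 BAP they were 0.287 to 0.777 and -0.718 to 0.657, and between Col-0 BAP and ago10-1 mock 0.252 to 0.623 and -0.570 to 0.289. Every equal-numbered pair exceeded 0.1, so the numbers were taken to pair the samples, and the replicate number was run as a block where the headings allow it. Within ago10-1 each equal pair exceeded each unequal one. Between the genotypes some unequal pairs of replicates 2 and 3 correlated more than equal ones. Col-0 BAP replicate 3 had 0.657 with ago10-1 BAP replicate 2 and 0.287 with ago10-1 BAP replicate 3. Pairing of replicates 2 and 3 between the genotypes is therefore not shown.
Alternatives chosen beforehand were a pseudocount of 0.5 or 5, no filter or a mean of at least 50, TMM scaling, quantile normalization, limma without its trend or with robust empirical Bayes, edgeR's quasi-likelihood test and DESeq2's Wald test on the recovered reads, a fit of all 12 libraries with 1 estimate of the spread, the replicate block, each library left out in turn, and other thresholds. Added after the data had been seen were a block of replicate 1 against replicates 2 and 3, the removal of replicate 1 from every group, DESeq2 with shrunken fold changes and no filter, combinations of these, gene lists with each library left out, and reads thinned to the lowest library. Software was R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. No library was left out of the reported values.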

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

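The tests of the jasmonate pattern weighed here, the lists without single libraries, the assignments that part the replicate 1 libraries and the fits without replicate 1 or with it as a block were chosen after the results had been seen. The interaction of genotype and BAP singled out 4 genes and 5 gene lists at an unadjusted p under 0.01 for genes and an adjusted p under 0.05 for lists. The difference of the log2 fold changes, ago10-1 minus Col-0, was -1.03 for the jasmonate repressor gene TIFY10B, -0.92 for LpxB, -1.28 for the transcription factor gene AIB and 0.57 for IDD4, none with an adjusted p under 0.05 by limma, edgeR or DESeq2 (89 genes at an unadjusted p under 0.05 by limma). As lists, jasmonate genes (median difference -0.13, mean -0.44; adjusted p = 1.9e-06, and adjusted p = 0.535 with an estimated correlation), early wound genes (median -0.13; adjusted p = 0.028, and 0.817 with it) and light response genes (median -0.21; adjusted p = 0.0026, and 0.535 with it) had the lower response in ago10-1. Root hair genes (median 0.38; adjusted p = 1.0e-04, and 0.817 with it) and root cap genes (median 0.83; adjusted p = 0.00022, and 0.535 with it) had the higher one. The jasmonate, wound, light and root hair lists are not independent of these samples. Without replicate 1 of every group the jasmonate and wound calls ended (adjusted p = 0.0957 and 0.660), and CK receptors and phosphotransfer proteins (adjusted p = 0.023) and green shoot genes (adjusted p = 0.037) were called with the higher response in ago10-1, each with adjusted p = 0.732 with an estimated correlation. Without single libraries, calls ended for jasmonate (Col-0 BAP replicate 1, adjusted p = 0.126), wound (Col-0 mock replicate 1, 0.0678, and library B, 0.624; Col-0 BAP replicate 1, 0.821; ago10-1 mock replicate 1, 0.654; ago10-1 BAP replicate 2, 0.283) and light genes (Col-0 mock replicate 1, 0.0703, and library B, 0.0632; Col-0 BAP replicate 1, 0.0510; ago10-1 BAP replicate 2, 0.0854). They ended too for root hair (Col-0 mock library A, adjusted p = 0.261; Col-0 BAP replicate 3, 0.231; ago10-1 BAP replicate 3, 0.388) and root cap genes (Col-0 BAP replicate 1, 0.110), whose mean difference was 0.30 in place of 0.85 without ago10-1 mock replicate 2. Other assignments of the genotype labels within each treatment were drawn, and of 100 draws, the real one included, 98 called as many genes (highest other count 5074) and 73 as many lists (highest other 15), so chance is not excluded for either, and draws that call many times the real count point to a structure of the samples. Of the 72 assignments that leave 1 replicate 1 library in each group, 67 called as many genes (highest other 137) and 49 as many lists (highest other 16).
Genes also differed between the genotypes after BAP, a comparison the paper does not report: 25 at an unadjusted p under 0.01, 10 higher and 15 lower in ago10-1, none with an adjusted p under 0.05 by limma or edgeR, 5 by DESeq2, and 111 at an unadjusted p under 0.05 by limma. For ago10-1 against Col-0, BAP, the count was 138 without Col-0 BAP replicate 1, 11 without Col-0 BAP replicate 2, 16, 15 and 6 without ago10-1 BAP replicates 1, 2 and 3, and 52 with the replicate block. That block takes replicates 2 and 3 as paired between the genotypes, which the correlations between libraries do not show. Another split of the 6 libraries called 4847 genes, and 10 splits are too few for a share under 0.05.
In mock libraries the jasmonate genes stood higher in ago10-1 than in Col-0 by a list mean of 0.58 on the log2 scale. The values argue against a single library as the whole cause, as with each left out in turn the difference stayed between 0.49 (without Col-0 mock replicate 1) and 0.71, against a pooled SD of 0.21 between libraries. The list was drawn up after members were seen in Dataset EV1, so the difference itself is not independent of these samples. The list was called also with replicate 1 as a block (adjusted p = 2.5e-10) and without replicate 1 of either group (adjusted p = 2.0e-08) at the preset correlation, but not with an estimated one (adjusted p = 0.488, and 0.460 with the block). A genotype effect that is the same with and without BAP stays open: after BAP the difference was 0.14, and the change of -0.44 between the treatments has a standard error of 0.28. Wounding at dissection was not tested.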

How the results depend on the processing

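The replicate 1 block, its combinations, the removal of replicate 1 from every group, thinning and the shrunken DESeq2 fit were chosen after seeing the data. Where a count moved more than 1.5-fold, the cause was not tested. The BAP response in Col-0 (29 genes) became 138 with no filter (60 higher, 78 lower), 55 without the trend, 74 with DESeq2, 75 in a single fit of all 12 libraries, 67 with the replicate 1 block, 188 in the single fit with that block, 61 with shrunken DESeq2 and no filter, 68 without replicate 1 of every group, 0 at an adjusted p under 0.05 and 226 at an unadjusted p under 0.05. It ranged from 9 to 82 with single libraries left out. The BAP response in ago10-1 (109) became 234 (120 higher, 114 lower), 291 with DESeq2, 67 in the single fit, 979 with the replicate block (51 at an adjusted p under 0.05), 422 with the replicate 1 block, 185 in the single fit with it, 285 shrunken, 0 and 793, and 28 to 623 with single libraries left out. For ago10-1 against Col-0, mock (84), the counts were 181 with no filter, 138 without the trend, 174 with the replicate 1 block, 3 and 400 at the other thresholds, and 46 to 94. For ago10-1 against Col-0, BAP (25), they were 122 with no filter, 15 at a mean of at least 50, 53 without the trend, 51 with DESeq2, 49 in the single fit, 52 and 85 with the blocks, 44 shrunken, 125 without replicate 1, 0 and 111, and 6 to 138. The difference of the BAP responses (4) became 51, 27, 13 with DESeq2, 12 with the replicate 1 block, 31 with DESeq2 and that block, 18 without replicate 1, 0 and 89, and 4 to 39. The overlap of the BAP calls (12) became 7 without the trend, 32 with DESeq2, 20 in the single fit, 34 with the replicate 1 block, 61 in the single fit with it, 29 shrunken, 27 without replicate 1, 0 and 75, and 4 to 24. The stronger response in ago10-1 (76.2%) was 81.3% with the replicate 1 block and 88.0% with shrunken DESeq2, and crossed 50% in the single fit (47.5%), with the block in it (48.4%), for the genes of Dataset EV1 called in Col-0 only (15.6%) or in both (39.3% by limma, and 79.3% of those called in both by the shrunken DESeq2 fit) and on held-out libraries (43.6%), and ranged from 44.0% to 96.9% with single libraries left out. The lists called (16, 14, 10 and 6 for the comparisons in this order, and 5 for the difference) fell to 0 in each with an estimated correlation and with fry. They were 9 for Col-0 without replicate 1 of every group, and for ago10-1 against Col-0, BAP 10 with the replicate block and 14 without replicate 1. With single libraries left out they ranged from 10 (without Col-0 BAP replicate 1) to 19, 12 to 15, 9 to 16 (without Col-0 mock library A), 1 (without Col-0 BAP replicate 3) to 14 (without ago10-1 BAP replicate 2; 13 without Col-0 BAP replicate 1), and 3 (without Col-0 BAP replicate 1) to 7.
Other pseudocounts, a mean of at least 50, TMM, quantile and robust settings and edgeR left the BAP counts within 1.5-fold (Col-0 23 to 29, ago10-1 88 to 121). Reads thinned to the lowest library gave 23 to 33 genes in Col-0 and 104 to 110 in ago10-1 over 5 draws, and what deeper libraries would call was not tested. AGO10 kept its direction under each alternative run. Of 193 gene results named, 77 were called, 50 of these missed the threshold under at least 1 alternative and 0 reversed. The planned replicate block could not be run for comparisons with Col-0 mock, whose columns share a heading, nor for the overlap, the stronger response and the difference. No genes were left for the stronger response at an adjusted p under 0.05.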

Differences from the paper's values

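The paper states 61 genes at p under 0.01 after BAP in Col-0, against 29 here at the same threshold. Of the alternatives set before the data were examined, limma without the trend (55), DESeq2 (74), a single fit of all 12 libraries (75) and the fits without Col-0 mock library A (50) and without Col-0 BAP replicate 1 (82) lie within 1.5-fold of the paper's value for the BAP response in Col-0, and the others do not. For the BAP response in ago10-1 the paper states 285 genes, against 109 here. No filter (234) and DESeq2 (291) lie within 1.5-fold, and the other alternatives set before the data were examined do not. Without the filter the genes split almost evenly into higher and lower ones, as given above, against 259 higher and 32 lower by DESeq2. A near count there does not mean the same genes. For the overlap of the BAP calls Dataset EV1 holds 29 genes, against 12 here. DESeq2 (32), the single fit (20) and the fit without Col-0 mock library A (24) lie within 1.5-fold, and the others do not.
DESeq2 with shrunken fold changes and no filter, chosen after seeing the values, gave 61 and 285 genes with an overlap of 29. It called each gene of Dataset EV1 in these comparisons, dropped 0 of them, and its log2 fold changes lay within 4.8e-06 of those listed. Of the genes of Dataset EV1 that pass the filter used here, 60 for Col-0 and 281 for ago10-1, limma gave all the same direction and called 28 and 109. DESeq2 called 60 and 268, and limma with replicate 1 set against replicates 2 and 3, also chosen after seeing the values, called 40 and 204.
On Fig. 5C the paper states that nearly each gene called in either genotype has the stronger response in ago10-1. Over the whole list the tally goes the same way, with 76.2% here and 79.6% for the genes of Dataset EV1. It was 81.3% with replicate 1 set against replicates 2 and 3 as a block and 88.0% with the shrunken DESeq2 fold changes. These tallies compare log2 fold changes, whereas Fig. 5C shows averages of normalized counts. By such averages ago10-1 BAP was the highest group for 219 of the 317 genes of Dataset EV1 (69.1%). Col-0 BAP was the highest for 60, ago10-1 mock for 25 and Col-0 mock for 13. None of these tallies can decide the point, since most of the genes were selected by their change in ago10-1, which favours larger changes there. Of the 97 genes called here in ago10-1 alone, 89 changed more in ago10-1, against 3 of the 17 called in Col-0 alone. With 1 estimate of the spread from all 12 libraries the share was 47.5%, and on held-out libraries it was 43.6% on average. Neither share can decide the point, as Col-0 BAP had the larger spread. A shared estimate then favours genes called in Col-0, and absolute changes between single held-out libraries are enlarged there. In the shrunken fit, chosen after seeing the values, 79.3% of the 29 genes called in both genotypes changed more in ago10-1, against 33.3% of the 12 genes called in both with limma. For the 28 of those 29 genes that pass the filter used here, limma gave 39.3%, so the direction depends on the fit. Shrinkage was set separately in each genotype and may have lowered the Col-0 changes more, which would raise the shares of the shrunken fit. A call in Col-0, where the BAP libraries varied more, takes a larger change, which would lower the shares of genes called in both.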

Other observations

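The tests of the spread, of the larger response, of more mature tissue, of splits, labels and held-out libraries matched by replicate 1, of lists without single libraries and of fits without replicate 1 or with it as a block were chosen after the results they concern had been seen. Without BAP, 59 genes were higher and 25 lower in ago10-1 than in Col-0, 3 of them with an adjusted p under 0.05 by limma, 2 by edgeR and 22 by DESeq2. For ago10-1 against Col-0, mock, the count was 174 with replicate 1 set against replicates 2 and 3, and 46 without ago10-1 mock replicate 2. Of the 5 HD-ZIP III genes, whose transcripts are cleaved under miR165/6 and which AGO10 protects, ATHB-15 (CNA) was lower (log2 fold change -0.41, standard error 0.11; 1 gene when adjusted over the list alone). PHB (-0.16), PHV (-0.24), REV (0.10) and HB-8 (0.02) were not called, nor was the list (adjusted p = 0.051, and 0.577 with an estimated correlation). DOF2.1, one of the vascular DOF genes, was higher (0.46, standard error 0.09; 1 gene when adjusted over the list alone), without a call for that list (adjusted p = 0.655). Of 19 xylem genes, 18 were positive (median 0.28; adjusted p = 0.00023, and 0.531 with an estimated correlation) and none was called. Of 13 phloem genes, 10 were negative (median -0.52; adjusted p = 0.0018, and 0.531 with an estimated correlation), with SEOR1 (-2.45) and SEOa (-2.91), genes of sieve element filament proteins, called lower and the sucrose transporter gene SUC2 (0.93) called higher (4 when adjusted over the list alone).
Jasmonate and early wound genes leaned upward in the mutant. Of 25 jasmonate genes, 21 were positive and 6 called, JAZ7 (3.09) and TIFY7 (1.39) among them (8 when adjusted over the list alone; adjusted p = 4.7e-10, and 0.488 with an estimated correlation). All 16 early wound genes were positive with 3 called, ERF13 (1.95), WRKY40 (1.41) and STZ (1.39) (4 when adjusted over the list alone; adjusted p = 3.9e-11, and 0.503 with an estimated correlation). Tau class glutathione transferases (median 0.20; adjusted p = 0.00012, and 0.531 with an estimated correlation), auxin response genes (0.33; adjusted p = 0.00088, and 0.531) and light response genes (0.31; adjusted p = 0.0017, and 0.531) leaned upward. Root hair genes (-0.27; adjusted p = 7.0e-05, and 0.577), root cap genes (-0.56; adjusted p = 0.0011, and 0.531) and the AGO10 module, which holds AGO10 itself (-0.14; adjusted p = 0.0011, and 0.503), leaned downward. The auxin call ended without replicate 1 of every group (adjusted p = 0.196). Single libraries ended the calls of xylem (without ago10-1 mock replicate 1, adjusted p = 0.142), phloem (Col-0 mock replicate 1, 0.108; ago10-1 mock replicate 3, 0.0916), auxin (ago10-1 mock replicate 1, 0.291), light (Col-0 mock replicate 1, 0.157) and AGO10 module genes (Col-0 mock library B, 0.0805). The root hair call ended without Col-0 mock library A (mean -0.011 in place of -0.26, adjusted p = 0.604), and the root cap call without ago10-1 mock replicate 2 (mean -0.096 in place of -0.65, adjusted p = 0.216). The jasmonate, wound and glutathione transferase calls held without each single library, and sulfate genes were called with replicate 1 as a block (adjusted p = 0.045, and 0.612 with an estimated correlation). That block gave 7 jasmonate, 5 wound, 2 glutathione transferase and 2 xylem genes called higher. The jasmonate, wound, phloem, glutathione transferase, light and root hair lists are not independent of these samples.
After BAP 25 genes differed between the genotypes. Lists with a call were wound (median 0.49; adjusted p = 5.3e-05), xylem (0.37; adjusted p = 0.00075), AGO10 module (adjusted p = 0.0050), glutathione transferases (0.18; adjusted p = 0.0071), phloem (-0.38; adjusted p = 0.0071, and 0.0928 without replicate 1 of every group) and phenylpropanoid genes (0.19; adjusted p = 0.022), each without a call with an estimated correlation. The treatments share 13 genes, 4 higher and 9 lower in ago10-1, among them NAC096 (1.42 without and 1.27 with BAP) and SEOR1 (-2.45 and -2.14), where independent lists would share 0.109 (one-sided Fisher's exact test, which takes genes as independent, p = 4.0e-25). With the replicate block the lists of flavonoid (lower; adjusted p = 0.017), sulfate (adjusted p = 0.028), auxin (adjusted p = 0.029) and endodermis genes (adjusted p = 0.016) were called too, and with an estimated correlation none of these was (adjusted p = 0.844, 0.846, 0.846 and 0.846). Without Col-0 BAP replicate 3 each call but that of phloem ended (adjusted p = 0.192 to 0.907). Calls also ended without ago10-1 BAP replicate 1 (xylem, adjusted p = 0.0864; AGO10 module, 0.0756; glutathione transferases, 0.0587; phenylpropanoid, 0.403), ago10-1 BAP replicate 3 (glutathione transferases, 0.370; phenylpropanoid, 0.354; phloem, 0.153), ago10-1 BAP replicate 2 (phloem, 0.108), Col-0 BAP replicate 1 (phloem, 0.707) and Col-0 BAP replicate 2 (phenylpropanoid, 0.174).
Of the other lists after BAP, ethylene genes leaned upward in Col-0 (median 0.10; adjusted p = 0.0027, and 0.232 with an estimated correlation; 0.105 without replicate 1 of every group) and in ago10-1 (0.30; adjusted p = 0.00019, and 0.419). Light response genes did so too (Col-0 0.44; adjusted p = 6.8e-09, and 0.232; ago10-1 0.19; adjusted p = 0.0085, and 0.419). In Col-0 the lists of phenylpropanoid (0.30; adjusted p = 2.2e-05, and 0.468; 0.274 without replicate 1), sulfate assimilation (0.25; adjusted p = 0.00069, and 0.232; 0.318), jasmonate (0.15; adjusted p = 0.0020, and 0.446; 0.738), auxin (0.17; adjusted p = 0.030, and 0.468; 0.424), clock (0.17; adjusted p = 0.025, and 0.556; 0.424) and root hair genes (0.16; adjusted p = 0.013, and 0.676; lower without replicate 1, adjusted p = 0.0071) were called higher. The lower call of root hair genes without replicate 1 ended with an estimated correlation (adjusted p = 0.856). Root cap genes (-0.28; adjusted p = 0.00021, and 0.232) and type-B response regulators (-0.12; adjusted p = 0.039, and 0.446) were called lower in Col-0. In ago10-1 endodermis genes were called higher (0.29; adjusted p = 0.045, and 0.524; 0.143 without replicate 1). Without Col-0 BAP replicate 1 alone, the Col-0 calls of phenylpropanoid (adjusted p = 0.612), sulfate (0.157), jasmonate (0.612), ethylene (0.190), auxin (0.612), clock (0.806) and root hair genes (0.612) ended. Other single libraries ended those of auxin (Col-0 mock library B, adjusted p = 0.124; Col-0 BAP replicate 2, 0.135), clock (libraries A and B, 0.0601 and 0.366), root hair (Col-0 mock replicate 1, 0.698; library B, 0.124) and type-B genes (Col-0 mock replicate 1, 0.135; library A, 0.133; Col-0 BAP replicates 2 and 3, 0.123 and 0.418). In ago10-1 they ended those of light (ago10-1 mock replicate 1, adjusted p = 0.102; ago10-1 BAP replicate 3, 0.0705) and endodermis genes (ago10-1 mock replicates 2 and 3, 0.0806 and 0.312; ago10-1 BAP replicates 1 and 3, 0.841 and 0.0721). Heat shock genes (adjusted p = 0.179 in Col-0 and 0.371 in ago10-1), vascular DOF genes (0.052 and 0.891), HD-ZIP III genes (0.408 and 0.226) and xylem genes (0.230 and 0.215) were not called. Calls at the preset correlation appeared for xylem genes in ago10-1 with the replicate block (adjusted p = 0.011) and without replicate 1 of every group (0.033), for root cap genes there under the same settings (0.012 and 0.0078), and in Col-0 for heat shock and early wound genes without replicate 1 (lower; 0.0071 and 0.0089) and DOF genes with replicate 1 as a block (0.044). With an estimated correlation the blocked calls ended (adjusted p = 0.478 for xylem and root cap, and 0.507 for DOF genes). The calls without replicate 1 ended too (adjusted p = 0.601 for xylem and root cap in ago10-1, 0.786 for heat shock and 0.856 for wound genes in Col-0).
Some loci had hardly a read in Col-0. AT1G75945 held 2 reads over the 3 Col-0 mock libraries and 0 over the BAP ones, and 99.3 ± 2.28 and 108 ± 28.1 normalized counts in ago10-1 (SD, n = 3 each). AT2G11405 held 0 reads in either Col-0 group, and 68.0 ± 18.7 and 59.3 ± 15.2 in ago10-1. AT1G64795, chosen after its values were seen, held 1 and 0 reads, and 27.2 ± 7.36 and 21.0 ± 1.71 in ago10-1.
In ago10-1, 6 genes were higher in mock than in Col-0 and lower after BAP: TIFY10B, WRKY40, AOS, ERF13, AIB and AT2G22760. The comparisons share the ago10-1 mock libraries. Independent lists would share 0.174 genes called in opposite directions, counting both orders. Simulated groups without any change shared 23.3 on average and 33 at most over 20 draws. A comparison without change passes 192 genes by chance, against 84 and 109 called here, so the simulated lists may have been longer. The simulated counts therefore cannot show how many such genes a shared control alone would give here, and it may still account for these.
More genes passed the threshold after BAP in ago10-1 (109) than in Col-0 (29). Depth is argued against, since after thinning to equal reads the ratio stayed at 3.27 or above. A smaller spread between the ago10-1 libraries may account for it: the median SD on the log2 scale was 0.309 in Col-0 BAP and 0.217 in ago10-1 BAP (mock 0.187 and 0.173). With 1 spread for all libraries the ratio was 0.893 (75 genes in Col-0 and 67 in ago10-1). That fit understates the error of Col-0 changes and overstates that of ago10-1 ones. Its ratio tends to fall whether or not ago10-1 responds more, so it cannot decide this. A larger response in ago10-1 stays open, as most genes changed more in ago10-1 in 32 of 81 choices of held-out libraries, and in 10 of the 25 that match replicate 1 with replicate 1 (8 with the block). These choices cannot decide it, as the larger spread of Col-0 BAP enlarges the absolute changes measured there. For the stronger response in ago10-1, 50 of 100 draws of the genotype labels, the real one included here and next, gave a share as far from 50% (highest other 98.4%), as did 40 of the 72 that part the replicate 1 libraries, or 35 with the block (81.3%, highest other 98.2%), and for the overlap 7 of 100 pairs of splits shared as many genes (highest other 611; 3 of the 36 pairs that part the replicate 1 libraries, highest other 14), so chance is not excluded for either.
Replicate 1 of each group had the lowest score on the first principal component, which holds 53.6% of the variance (the next 11.0%). On this component it did not stand apart in Col-0 mock, as library B (58.4) lay further from library A (1.88) than replicate 1 did (-18.4). By the deviations from group means, Col-0 mock replicate 1 did go with replicate 1 of Col-0 BAP, ago10-1 mock and ago10-1 BAP (correlations 0.551, 0.553 and 0.597). With replicates 2 and 3 of those groups its correlations were -0.217 to -0.496. Its morning clock genes were 1.66 higher than in the other Col-0 mock libraries. Depth is argued against, since after thinning replicate 1 kept the lowest score in 4 of 4 groups. More mature tissue could be part of it: endodermis genes were higher in replicate 1 in 4 of 4 groups (mean difference 0.68, SD 0.36 over the groups), but dividing cell genes differed by less than their spread (-0.14, SD 0.18), from -0.40 in Col-0 BAP to -0.0024 in Col-0 mock. Another hour of harvest could too, as morning clock genes were higher by 2.26 (SD 0.64), with LHY at 763 to 1812 normalized counts against 55.2 to 197, while evening genes differed by 0.057 (SD 0.085). These cannot be told apart here, and no biological explanation from the design was tested.
Of the 10 splits of the 6 libraries of a comparison, the real one included, those with as many genes as the real one were 6 for Col-0 after BAP (real 29, highest other 1456), 4 for ago10-1 after BAP (109, 2055), 6 for the genotypes in mock (84, 1055) and 5 after BAP (25, 4847). For lists, with the real split included again, they were 1 (16, 15), 1 (14, 11), 4 (10, 16) and 6 (6, 14). The splits are too few for a share under 0.05. Those with over 1000 genes set both replicate 1 libraries on the same side and point to a structure of the samples. Among the splits of the ago10-1 libraries that part all 3 pairs, the others called 2, 29 and 5 genes, and after BAP between the genotypes 30, 2 and 3, while the remaining splits part 1 pair.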
